# Pleiotropic Impacts of Macrophage and Microglial Deficiency on Development in Rats with Targeted Mutation of the *Csf1r* Locus

**DOI:** 10.4049/jimmunol.1701783

**Published:** 2018-09-24

**Authors:** Clare Pridans, Anna Raper, Gemma M. Davis, Joana Alves, Kristin A. Sauter, Lucas Lefevre, Tim Regan, Stephen Meek, Linda Sutherland, Alison J. Thomson, Sara Clohisey, Stephen J. Bush, Rocío Rojo, Zofia M. Lisowski, Robert Wallace, Kathleen Grabert, Kyle R. Upton, Yi Ting Tsai, Deborah Brown, Lee B. Smith, Kim M. Summers, Neil A. Mabbott, Pedro Piccardo, Michael T. Cheeseman, Tom Burdon, David A. Hume

## Abstract

We have produced *Csf1r*-deficient rats by homologous recombination in embryonic stem cells. Consistent with the role of *Csf1r* in macrophage differentiation, there was a loss of peripheral blood monocytes, microglia in the brain, epidermal Langerhans cells, splenic marginal zone macrophages, bone-associated macrophages and osteoclasts, and peritoneal macrophages. Macrophages of splenic red pulp, liver, lung, and gut were less affected. The pleiotropic impacts of the loss of macrophages on development of multiple organ systems in rats were distinct from those reported in mice. *Csf1r^−/−^* rats survived well into adulthood with postnatal growth retardation, distinct skeletal and bone marrow abnormalities, infertility, and loss of visceral adipose tissue. Gene expression analysis in spleen revealed selective loss of transcripts associated with the marginal zone and, in brain regions, the loss of known and candidate novel microglia-associated transcripts. Despite the complete absence of microglia, there was little overt phenotype in brain, aside from reduced myelination and increased expression of dopamine receptor-associated transcripts in striatum. The results highlight the redundant and nonredundant functions of CSF1R signaling and of macrophages in development, organogenesis, and homeostasis.

## Introduction

Resident macrophages are abundant in all tissues, where they adapt to distinct niches and environments, expressing specific genes to perform tissue-specific homeostatic functions (reviewed in Ref. 1, 2). Macrophage differentiation from progenitor cells, and many aspects of their mature function, is controlled by two ligands, CSF1 and IL-34, which both signal through the CSF1R. The biology of CSF1R and its ligands is conserved from birds to mammals (3). *Csf1r* expression in adults is restricted to cells of the myeloid lineages, and transcriptional regulation of the gene has been studied extensively, both in vitro and with the use of transgenic mice, chickens, and sheep (4–6).

In humans, mutations in the tyrosine kinase domain of CSF1R have been associated with a neurodegenerative disease, autosomal dominant, adult-onset leukoencephalopathy with axonal spheroids and pigmented glia (ALSP, previously known as hereditary diffuse leukoencephalopathy with spheroids) (7). Disease-associated mutant CSF1R isoforms can be expressed on the cell surface but lack ligand-dependent kinase activity and probably act as dominant negative repressors of the wild type allele (8).

Targeted mutation of *Csf1r* in mice depleted tissue macrophages from most organs and had pleiotropic impacts on growth and development (9). The more penetrant phenotype of the receptor mutation, compared with the natural mutation of the *Csf1* ligand in the *Csf1*^op/op^ mouse, predicted the existence of the second ligand, IL-34 (9). Phenotypes of the *Csf1* or *Csf1r* mutant mice include increased bone density (osteopetrosis), abnormalities of the sensory nervous system, global defects in brain development, infertility, failure of pancreatic β cell development, and severe postnatal growth retardation (reviewed in Ref. 10, 11). On the original cross-bred background, around 50% of *Csf1r*^−/−^ mice survived to weaning. On an inbred background, survival beyond 3 weeks was rare (12).

Rat models have been used extensively in the study of human disease and are preferred to mice in areas of inflammation, development, physiology, neurobiology, pharmacology, and behavior (reviewed in Ref. 13). The use of rats has recently been accelerated by the expanding availability of genetic modification technologies via homologous recombination in embryonic stem cells (ESC) and, more recently, CRISPR–Cas9 and other targeted nucleases. This has led to a comeback of the rat in biomedical research (14). Rats provide many experimental advantages over mice such as larger sample volumes, higher resolution in vivo imaging, improved performance in learning/memory behavioral assays, easier surgical procedures, and physiological similarities with humans (15). They are the model of choice in areas such as diabetes, breast cancer, and chronic inflammatory and cardiovascular diseases as well as age-related illnesses (reviewed in Ref. 16). Current knowledge of CSF1R biology in rats has been based upon limited analysis of the *toothless* (*tl/tl*) mutation in the ligand CSF1, focused largely upon the osteopetrotic phenotype in bone (17). In this article, we report on the generation *Csf1r*^−/−^ rats by homologous recombination in ESC and their detailed phenotypic characterization. The results highlight significant differences in CSF1R between species and suggest the rat may be a better predictive model for human macrophage biology.

## Materials and Methods

### Production of Csf1r^−/−^ rats

An EGFP-PGK-Neo cassette flanked by 2.2 kb 5′ and 5 kb 3′ homology arms (Supplemental Fig. 1A) was introduced into ESC derived from a male Dark Agouti rat [clone DAK31 (18) provided by Austin Smith] by electroporation. Positive selection was provided by a PGK-Neo cassette, and negative selection was provided by a diphtheria toxin-A chain cassette. The diphtheria toxin-A chain cassette was placed upstream of the 5′ homology arm and so was not incorporated into the genome. *Csf1r* gene-targeted rat ESC clones were identified by 5′ PCR screening and 3′ Southern blot analysis. Of the 24 clones analyzed, 20 were positive at the 5′ end for the targeted allele by PCR, and 18 were positive at the 3′ end for the targeted allele by Southern blot (Supplemental Fig. 1D, 1E). Fifty percent of clones analyzed had normal karyotypes (data not shown), and clone DAK31-C2 was used to generate the colony (Supplemental Fig. 1B).

All experiments were carried out under the authority of a U.K. Home Office Project License under the regulations of the Animals (Scientific Procedures) Act 1986. Approval was obtained from ethics committees of The Roslin Institute and The University of Edinburgh. *Csf1r^−/−^* rats were produced by blastocyst injection as described in (19), except that Sprague–Dawley females were used as both embryo donors and pseudo-pregnant recipients. Genotyping and the 5′ PCR screen of ESC clones was performed by PCR using MyTaq HS DNA polymerase (Bioline) with the primers forward: 5′-GCTGCAGTCCCTTACATAGGTCTAC-3′, reverse 1: 5′-GGAGGTGCAGATGAACTTCAGG-3′, and reverse 2: 5′-AGCTTCCCCTGCCCTGAGAAG-3′. Expected products were 3.5 and 2.9 kb for the wild type and mutant *Csf1r*, respectively (Supplemental Fig. 1C).

### 3′ Southern blot analysis of ESC clones

Genomic DNA (7.5 μg) from ESC clones were digested with Xbal and used in Southern blot analysis as per standard procedures. The probe was 503 bp and spanned the third exon of rat *Csf1r* (Rat Genome Sequencing Consortium 6.0/rn6, chr18:56,437,991–56,438,493).

### Gene expression analysis

Livers and spleens were preserved in RNA*later* (Invitrogen). Total RNA was isolated in TRIzol (Invitrogen), followed by purification with an RNeasy Mini kit (QIAGEN) according to instructions. cDNA synthesis and quantitative real-time PCR (qRT-PCR) were performed as described in (6). The oligonucleotides used are listed in Table I.

### Radiographs and micro–computed tomography analysis of bone architecture

Radiographs were produced at the Hospital for Small Animals located at the Royal (Dick) School of Veterinary Studies (Easter Bush, U.K). Micro–computed tomography (μCT) analysis was performed on formalin fixed tibias and skulls using a SkyScan 1172 (Bruker) at a resolution of 17.22 μm with a 0.5-mm aluminum filter and four-frame averaging to improve the signal to noise ratio of the images. The tibias were scanned using a source voltage of 71 kV and a source current of 139 μA. To accommodate the larger dimensions of the skulls, a double width acquisition mode was used with a source voltage of 81 kV and a source current of 122 μA. An exposure time of 1180 ms was used for all scans. The images were reconstructed using NRecon v1.6.9 (Bruker) and analyzed using CTAn v1.13.5 (Bruker) software.

### Complete blood count analysis

Whole EDTA blood was analyzed as described in (20).

### Serum biochemistry analysis

Serum was analyzed using the ILab 650 automated biochemistry analyzer (Instrumentation Laboratory).

### Flow cytometry

Blood was collected into EDTA tubes via cardiac bleeds and prepared using Dako Uti-Lyse erythrocyte lysing solution according to instructions. Blood was stained with AF647-labeled CSF1-Fc (6) and the following Abs: CD32^APC^ (Clone REA256, 1:40) and CD161^APC^ (Clone REA227, 1:40) from Miltenyi Biotec, B220^PE^ (Clone His24, 1:400; eBioscience), CD4^FITC^ (Clone W3/25, 1:10; Bio-Rad Laboratories), CD3^AF488^ (Clone 1F4, 1:200), and SIRPα^PE^ (Clone OX-41, 1:400) from BioLegend. Myelin-depleted single-cell suspensions of brain were prepared as described in (21), except rats were perfused with physiological saline and heparin and then stained with CD45^EF450^ (Clone OX1, 1:200; eBioscience) and CD11b/c^AF647^ (Clone OX-42, 1:500; BioLegend). Peritoneal cavity cells were isolated as described in (22) and stained with SIRPα^PE^ and CD11b/c^AF488^ as described above. Isotype controls were used for all flow cytometry data. Cells were analyzed by flow cytometry on a FACSCalibur, LSRFortessa X-20 or LSRFortessa (BD Biosciences). Analysis was performed with FlowJo software (FlowJo).

### Western blot

Plasma was separated from EDTA whole blood by centrifugation at 2000 G for 15 min at 4°C. A 1:50 dilution was prepared using SDS-PAGE loading buffer. Proteins were separated by SDS-PAGE and transferred to nitrocellulose membranes for immunoblotting. Membranes were probed with polyclonal primary Abs: rabbit anti-CSF1 (1:500, MBS551037; MyBioSource) and 1:2000 sheep anti-Transferrin (1:2000, ab9033; Abcam) in PBS/3% milk powder/0.1% (v/v) Tween 20 at 4°C overnight. The secondary Abs used were goat anti-rabbit HRP (1:5000, no. 7074; Cell Signaling Technologies) and rabbit anti-sheep HRP (1:10,000, ab97130; Abcam). Blots were visualized using Pierce ECL Western blotting solution (Thermo Fisher Scientific).

### Histology and immunohistochemistry

Formalin fixed organs were processed into paraffin using standard procedures. For histological examination, sections were stained with H&E or Luxol fast blue. For immunohistochemical analysis, details of Ag retrieval, Ab concentrations, and detection systems used are listed in Table II. Femurs were decalcified in EDTA, and sections were stained using an acid phosphatase and tartrate-resistant acid phosphatase (TRAP) kit (Sigma-Aldrich) according to instructions, except incubation time was increased to 2 h, and a counterstain was not used. Epidermal sheets were obtained after incubating the dorsal face of both ears in 20 mM EDTA for 2 h (37°C), followed by fixation in 4% PFA for 20 min and washing in PBS. Tissues were blocked for 1 h (room temperature [RT]) in PBS/0.1% BSA/5% goat serum, then stained with anti-rat MHC class II (MHC-II) (clone OX-6, 1:100; Abcam). Secondary Ab was F(ab′)_2_-Goat anti-Mouse IgG (H+L)^AF647^ (1:500, A-21053; Invitrogen). Epidermal sheets were washed in HBSS (Thermo Fisher Scientific), and nuclei were stained for 5 min (RT) with Hoechst 33258 (1:1000, 861405; Sigma-Aldrich). Stained epidermal sheets were mounted with ProLong Gold (Life Technologies) and cured for 24 h (RT) before imaging.

### Microarrays

Total RNA was prepared from snap frozen brain regions (hippocampus, striatum, olfactory bulbs, and pituitary gland) and spleens as described above from nonperfused rats (two female rats per genotype). Library preparation and hybridization to the Affymetrix Rat Gene 2.1 ST array was performed by Edinburgh Genomics, The University of Edinburgh. CEL files were normalized [RMA (23)] and annotated in R/Bioconductor. The data from the microarrays are available at Gene Expression Omnibus, National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/geo/), under accession number GSE100696. To identify spleen-specific genes downregulated by the loss of *Csf1r*, the normalized transcriptomic data were loaded into Graphia Pro (Kajeka, U.K.). Using a Pearson correlation threshold cutoff of R = 0.98, a graph was obtained comprising 20,515 nodes (individual probe sets). Clustering of the graph using the Markov clustering algorithm (MCL) was used with an MCL inflation value of 1.5 to determine the granularity of clusters.

### Evaluation of blood–brain barrier permeability

A 2% solution of Evans blue in PBS (4 μl/g body weight) was injected i.p. in postnatal day 17 rats. The stain was allowed to circulate for 3 h before rats were culled by cervical dislocation. Spleens and brains were removed, then weighed. The organs were dried overnight in a 55°C oven, and Evans blue was extracted by addition of formamide (16 μl/mg spleen and 8 μl/mg brain). After 48 h at 55°C, Evans blue stain was measured by spectrophotometer at 620 nm and quantified according to a standard curve. The results are presented as microgram of Evans blue per milligram of dried tissue.

### Statistical analysis

Analysis was performed with GraphPad Prism version 6.04, and statistical significance was assessed using Student two-tailed *t* test. Resulting values were considered statistically significant at *p* < 0.05.

## Results

### Generation and gross phenotype of Csf1r^−/−^ rats

*Csf1r^−/−^* rats were produced using ESC in which the first coding exon of rat *Csf1r* was disrupted with a drug selection cassette by homologous recombination (Supplemental Fig. 1A). qRT-PCR demonstrated partial (∼50%) and complete loss of *Csf1r* mRNA in spleens from *Csf1r*^+/−^ and *Csf1r*^−/−^ rats, respectively (Fig. 1A), indicating that there was no dosage compensation in the heterozygote. The loss of functional CSF1R was demonstrated using a labeled CSF1R ligand [porcine CSF1-Fc (6)]. There was reduced (>60%) binding activity on monocytes (SIRPα^+^, SSC^lo^ cells) from *Csf1r*^+/−^ heterozygous rats. There was no CSF1 binding activity on any blood cells from *Csf1r*^−/−^ rats (Fig. 1B, 1C). The loss of CSF1R activity was associated with an increase in the ligand in the circulation, as observed in *Csf1r*^−/−^ mice (9), confirmed by Western blot analysis (Fig. 1D). By contrast, *Csf1r*^−/−^ rats displayed a significant reduction in *Csf1* mRNA in the spleen (Fig. 1E). This likely reflects the depletion of CSF1-dependent macrophages, which in rats (unlike mice, see data on www.biogps.org or www.immgen.org) express abundant *Csf1* mRNA (see below).

**FIGURE 1.**
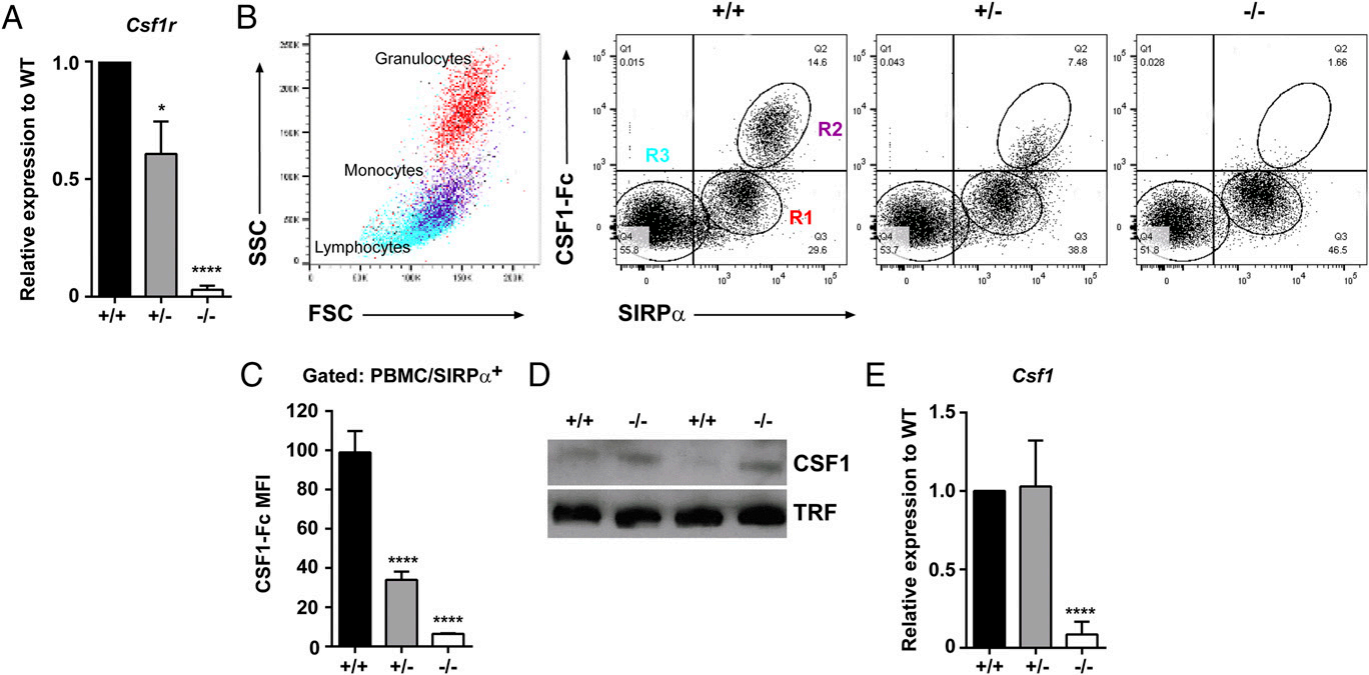
Expression of *Csf1r* and *Csf1* in rats. (**A**) cDNA was prepared from total splenic RNA and *Csf1r* expression analyzed by qRT-PCR (*n* = 7^+/+^, 7^+/−^, and 3^−/−^). (**B**) Whole EDTA blood was used to analyze SIRPα expression and binding of CSF1R to its ligand (CSF1-Fc) by flow cytometry. Regions R1–R3 highlighted in *Csf1r*^+/+^ rat blood were back-gated onto a forward versus side scatter (FSC/SSC) dot plot to highlight the three main cell populations in blood. (**C**) Combined mean fluorescent intensity of CSF1-Fc binding in SIRPα^+^ monocytes (*n* = 6^+/+^, 8^+/−^, and 5^−/−^). (**D**) Protein lysates were prepared from EDTA plasma (female adults) and assessed for CSF1 expression by Western blot. An anti-transferrin (TRF) Ab was used as the loading control. (**E**) cDNA was prepared from total spleen RNA and *Csf1* expression analyzed by qRT-PCR (*n* = 7^+/+^, 7^+/−^, and 3^−/−^). Graphs show the mean + SEM. Significance compared with wild type is indicated by *p = 0.015 and ****p < 0.0001 using a *t* test.

**Table I.** Oligonucleotides

Gene	Forward Oligonucleotide	Reverse Oligonucleotide
*Adgre4*	5′-TGCCCTTATTGTTGCTGTGTCTGC-3′	5′-CACTGGCCCCAAGAAGCTCCA-3′
*Cd209b*	5′-TCCAAGATCCCCAGCCTCCAG-3′	5′-GCAGAGTCGACACAGGCGGA-3′
*Csf1r* (genotyping)	5′-GCTGCAGTCCCTTACATAGGTCTAC-3′	R1, 5′-GGAGGTGCAGATGAACTTCAGG-3′
		R2, 5′-AGCTTCCCCTGCCCTGAGAAG-3′
*Csf1*	5′-AGTCTTGCTGGCTGTCGGGG-3′	5′-GGTCGCCCCACAGAAGAATCCA-3′
*Csf1r*	5′-ACGGCCACCATGAACTTCCA-3′	5′-CGCAGGGTGAGCTCAAAGGT-3′
*Fmod*	5′-CCCTCCCGTCAACACCAACCT-3′	5′-AAGTTCATGACGTCCACCACCG-3′
*Gal3st2*	5′-GCTGGCTGTGCTCCTGTTGG-3′	5′-GCGGTTCCTGGGCCTTGTCC-3′
*Gapdh*	5′-ATGACTCTACCCACGGCAAG-3′	5′-TGGGTTTCCCGTTGATGACC-3′
*Ghr*	5′-CGGGTGTTCTTAACCCTGGCACT-3′	5′-GCAGAACCGGGGAAGCTTTGC-3′
Total *Igf1**^a^*	5′-TGTGTGGACCAAGGGGCTTT-3′	5′-GTCTGTGGTGCCCTCCGAAT-3′
*Il22ra2*	5′-GGACACCCCGCTTCACTCCA-3′	5′-CCCTCAAAGATGCATTAACTCGGGT-3′
*Mpeg1*	5′-GGTTTGCCGGGTCCCTTGGT-3′	5′-ACATTCGTGCAGCCAGGGTG-3′
*Nr1h3 (Lxrα)*	5′-GCAGAGACCCTCCCAGAGCCTA-3′	5′-ACACTGCATAGCTCGTTCCCCAG-3′

^*a*^ Spans local and circulating transcripts.

R, reverse.

**Table II.** Immunohistochemistry conditions

Target (Clone)	Supplier	Ag Retrieval	Dilution	Detection
CD68 (ED1)	Bio-Rad	Proteinase K 20 min, RT	1:500	ImmPRESS anti-mouse 15 min
			45 min	DAB, hematoxylin counterstain
CD163 (ED2)	Thermo Fisher Scientific	Proteinase K 20 min, RT	1:100	ImmPRESS anti-mouse 10 min
			60 min	DAB, hematoxylin counterstain
IBA1 rabbit polyclonal	Wako Pure Chemical Corp.	0.01 M citrate buffer, pH 6.0	1:500	EnVision anti-rabbit 40 min
		110°C 5 min	30 min	DAB, hematoxylin counterstain
MRC1 rabbit polyclonal	Abcam	1 mM EDTA, 0.1% Tween 20, pH 8	1:1000	EnVision anti-rabbit 40 min
		16 h 60°C	60 min	Vector NovaRED, hematoxylin counterstain
SIGLEC1 (ED3)	Bio-Rad	0.01 M citrate buffer, pH 6	1:200	ImmPRESS anti-mouse 30 min
		110°C 20 min	2 h	Vector VIP, no counterstain.

DAB, 3,3-diaminobenzidine.

*Csf1r^−/−^* rats were indistinguishable from their littermates at birth but were identified from P9–11 by the absence of tooth eruption, smaller body size, and shorter snout (Fig. 2A), similar to the reported phenotype of the *Csf1* mutant (*tl/tl*) rat (24). The frequencies of wild type, heterozygous, and homozygous genotypes at birth were 27, 52, and 21% (*n* = 266), respectively, not significantly different from the expected 1:2:1 ratio expected under Mendelian inheritance (*p* = 0.3). All female *Csf1r*^−/−^ rats survived beyond weaning (*n* = 22), but 23% of male *Csf1r*^−/−^ rats were lost postnatally (*n* = 8) without obvious clinical signs. *Csf1r*^−/−^ rats weighed less than their littermates at weaning, and their body weight plateaued after 10 wk. As in *Csf1r*^−/−^ mice, the differential increase in growth/body size normally seen in wild type males was abolished in the *Csf1r*^−/−^ mutant animals, most likely reflecting a lack of testosterone production (9) (Fig. 2B). *Tl/tl* rats lack circulating insulin-like growth factor 1 (IGF1; responsible for body growth) in the postnatal period, implying a link between CSF1R and growth hormone receptor (GHR) signaling (25). Mouse macrophages grown in CSF1 express high levels of *Igf1* mRNA and are likely to be the major extrahepatic source (25). We have confirmed this finding in rats (see below). In the *Csf1r*^−/−^ rats, the mutation also impacted upon the major source of *Igf1* in the postpubertal growth surge. Both *Ghr* and total *Igf1* mRNA levels were consistently reduced by around 50% in the liver of mutant rats compared with age- and sex-matched litter mate controls (Fig. 2C).

**FIGURE 2.**
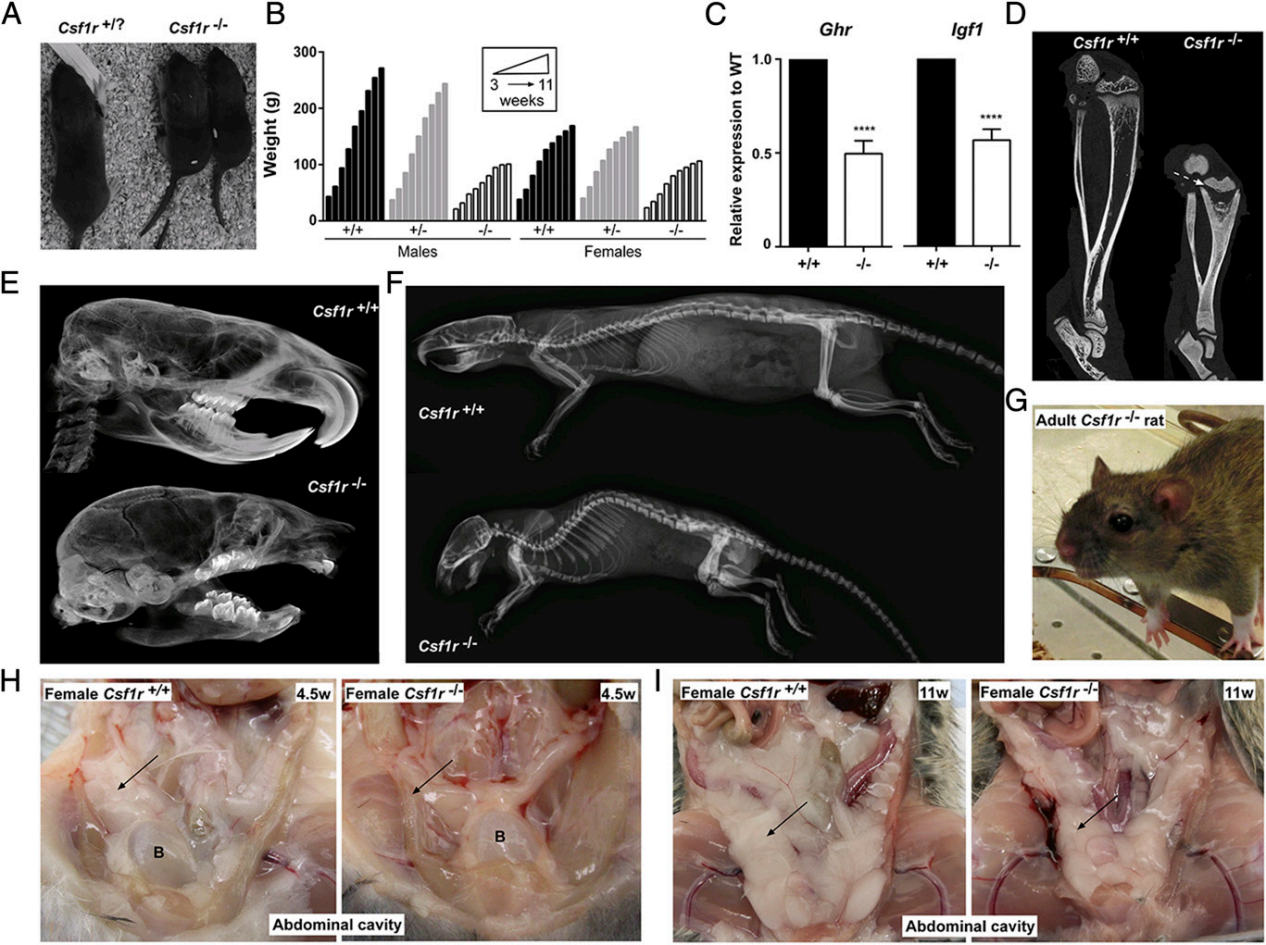
Gross phenotype of *Csf1r^−/−^* rats. (**A**) Two *Csf1r*^−/−^ rat pups and a littermate control at postnatal day 11. (**B**) Rats were weighed weekly following weaning at P21. For males, *n* = 5^+/+^, 8^+/−^, and 3^−/−^. For females, *n* = 7^+/+^, 4^+/−^, and 8^−/−^. Animals culled prior to 11 wk of age were included in the analysis. Graph shows the mean + SEM. (**C**) Total RNA was isolated from livers of wild type (^+/+^) and *Csf1r*^−/−^ rats (*n* = 6) for analysis of *Ghr* and total *Igf1* expression via qRT-PCR. There were equal numbers of males and females, four animals were adults, and two were 18 d old in each group. Graph shows the mean + SEM for pairwise comparison with age- and sex-matched littermate controls. Absolute values did not differ markedly between males and females or ages. Significance compared with wild type is indicated by ****p < 0.0001 using a *t* test. (**D**) Lower limbs from 7-wk males were fixed in 10% buffered formalin and analyzed for bone density by μCT. Dotted arrow indicates growth plate. (**E**) Skulls from 7-wk males were scanned by μCT. (**F**) Rats were analyzed by radiography at 6 mo of age. μCT images are from females, which are representative of both sexes. (**G**) An adult female *Csf1r*^−/−^ rat with bulging eyes. Representative photograph of the abdominal cavities of 4.5-wk-old (**H**) and 11-wk-old (**I**) females. Arrow points to visceral fat in the wild type (left) and absence or reduction of visceral fat in *Csf1r*^−/−^ rat (right). Images are also representative of males. B, bladder.

*Csf1r*^−/−^ rats were osteopetrotic, with reduced bone marrow (BM) cavities and disrupted growth plates in the tibia (Fig. 2D). Although *Csf1r*^−/−^ rats lack any visibly erupted teeth, μCT analysis of the skull clearly showed molars and rudimentary incisors as well as a domed skull (Fig. 2E). By 6 mo of age, a severe curvature of the spine was apparent (Fig. 2F). Ageing *Csf1r*^−/−^ rats developed further phenotypes, including bulging eyes (Fig. 2G), that secreted porphyrin. The secretions were likely a consequence of the inability to blink properly, causing corneal dryness and increased porphyrin production. Postmortem analysis revealed that both male and female *Csf1r*^−/−^ rats had an almost complete absence of visceral white adipose tissue at 4.5 wk (Fig. 2H) yet still developed interscapular brown adipose tissue (Supplemental Fig. 2A). White adipose tissue was detected in older *Csf1r*^−/−^ rats but was still greatly reduced when compared with littermate controls (Fig. 2I). As the rats aged, they developed increased respiratory rates, most likely a result of cranial bone defects limiting the space available for soft tissues such as the soft palate and tongue, similar to brachycephalic syndrome in certain dog breeds (26). Indeed, the tongues of *Csf1r*^−/−^ rats were the same size as littermate controls, despite their much smaller body size (Supplemental Fig. 2B). A subset of males exhibited a protruding penis, without any adverse effects on behavior or urination, with osteopetrosis of the penile bone being the most probable cause.

Aside from the obvious difference in viability between mutant rats and mice, many pleiotropic impacts of macrophage deficiency described in *Csf1* and *Csf1r* mutant mice (9, 27, 28) were not observed in the *Csf1r*^−/−^ rats. For example, they showed no evidence of sensory defects (sight, hearing, and smell were apparently normal), produced insulin in histologically normal pancreatic islets (Supplemental Fig. 2C), and retained Paneth cells in the intestines, which also showed normal villous architecture (Supplemental Fig. 2D).

### Analysis of blood from Csf1r^−/−^ rats

*Csf1r*^−/−^ rats had a significant decrease in PBMCs, whereas the percentages of granulocytes and erythroblasts were increased (Fig. 3A, 3B). By contrast with the CSF1 ligand–deficient *Csf1*^tl/tl^ rat (29), there was no evidence of thrombocytopenia, nor any change in total RBC or WBC count (Fig.4A). SIRPα^+^ monocytes were unaffected in the heterozygote but were almost undetectable in the homozygous mutant (Fig. 3C, 3D). Conversely, neutrophils were increased and lymphocytes were decreased (Fig. 3E) as reported previously in the *Csf1r*^−/−^ mice (9). There was no change in relative abundance of B, T, or NK cells within the lymphoid compartment (Fig. 4B, 4C). Blood albumin and electrolyte levels were unaffected by the mutation (Fig. 4D, 4E), with the exception of calcium and inorganic phosphate, which were both significantly reduced, most likely associated with deficient bone resorption.

**FIGURE 3.**
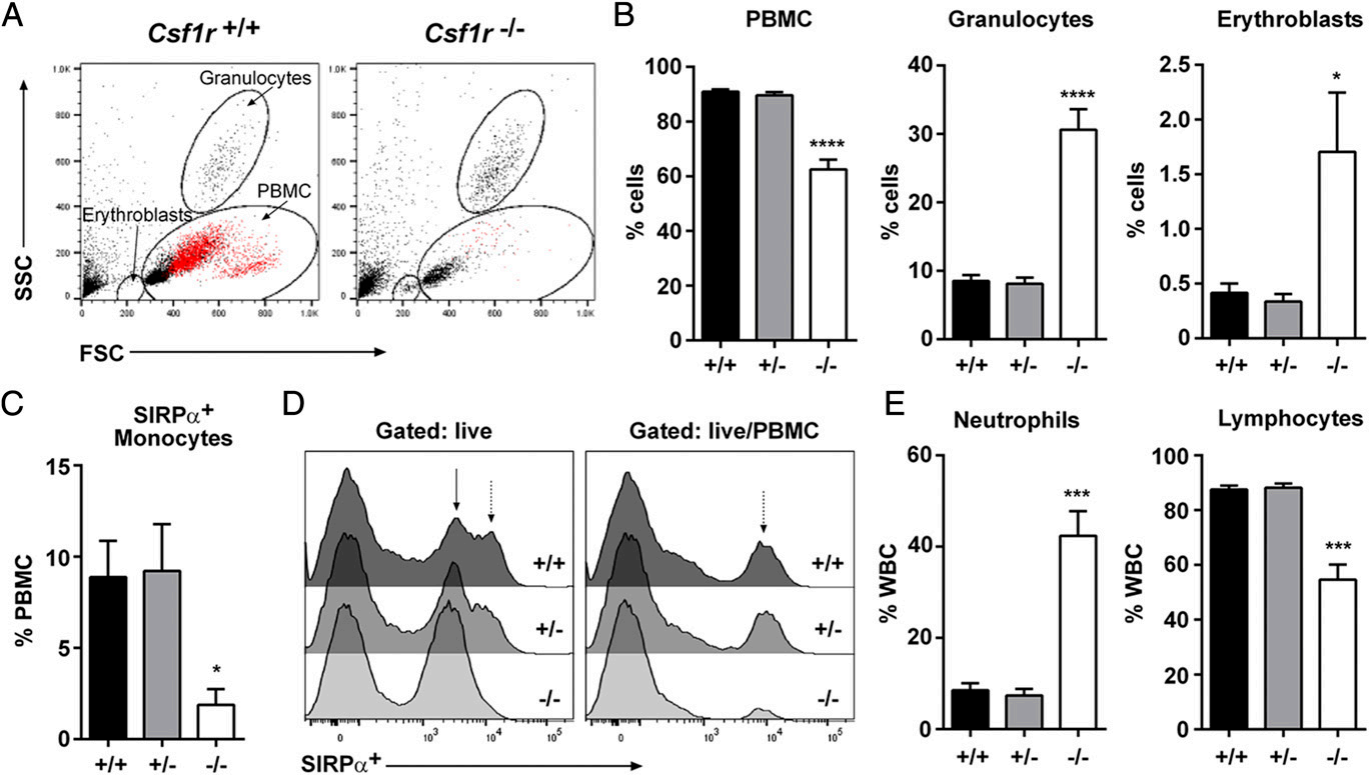
Analysis of whole blood. (**A**) Whole EDTA blood from adult rats was used to analyze forward versus side scatter (FSC/SSC) profiles by flow cytometry. SIRPα^+^ monocytes are colored red. (**B**) The percentages of PBMCs, granulocytes, and erythroblasts were determined by FSC/SSC profiles (*n* = 5 per genotype). (**C**) Cells were gated on SIRPα^+^ PBMC to determine the percentage of monocytes (*n* = 5 per genotype). (**D**) SIRPα expression was analyzed in whole EDTA blood gating on total live cells and live PBMC. Solid arrow highlights SIRPα^low^ granulocytes. Dotted arrow highlights SIRPα^high^ monocytes (*n* = 5 per genotype). (**E**) Whole EDTA blood was analyzed on an automated counter to determine the percentage of neutrophils and lymphocytes in WBCs (*n* = 6^+/+^, 10^+/−^, and 8^−/−^). Graphs show the mean + SEM. Significance compared with wild type is indicated by *p = 0.046 (erythroblasts) and 0.015 (monocytes), ***p < 0.0003, and ****p < 0.0001 using a *t* test.

**FIGURE 4.**
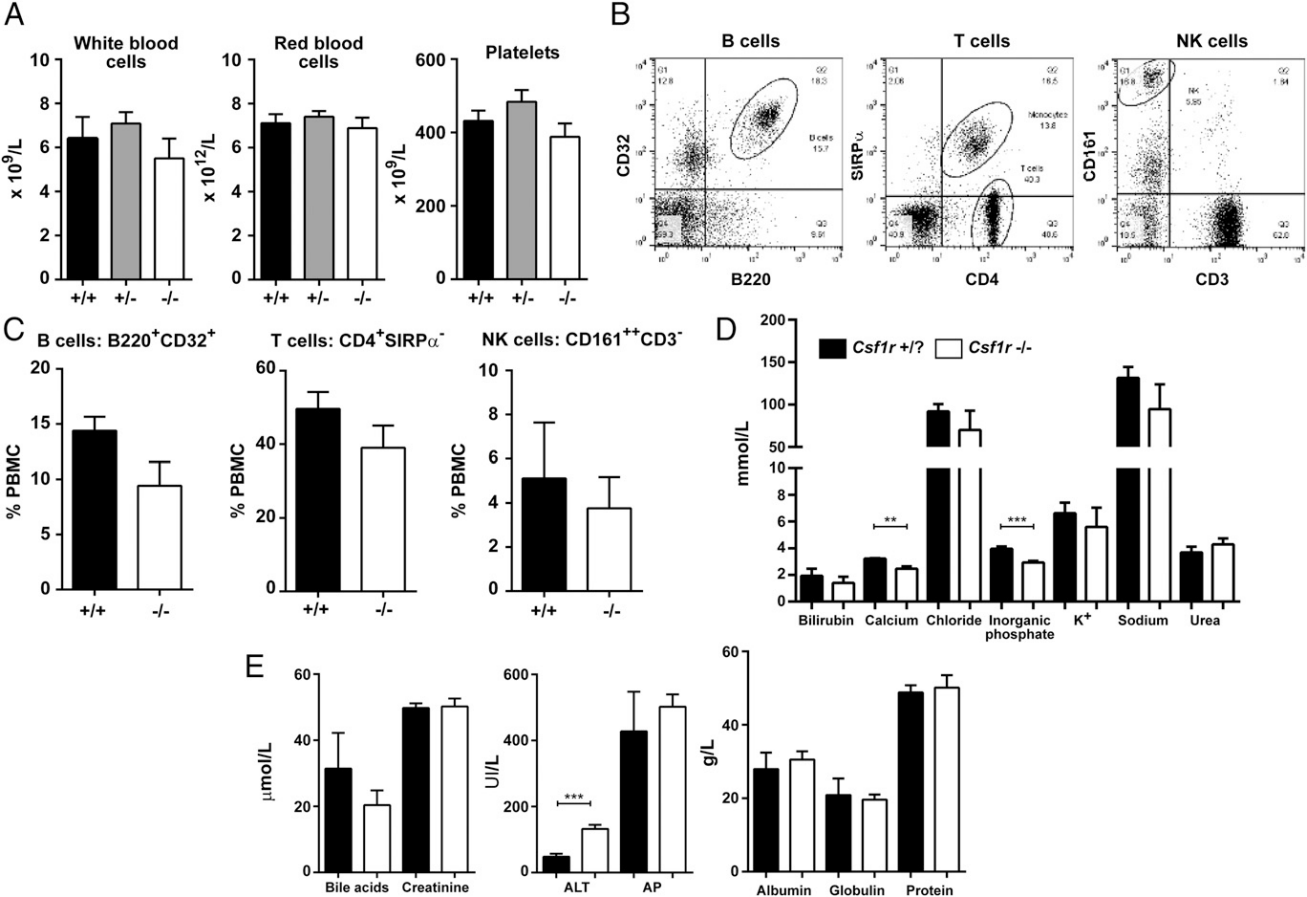
Further analysis of *Csf1r*-deficient rat blood. (**A**) Whole EDTA blood was used to determine the total number of WBCs, RBCs, and platelets from male and female rats aged between 6 and 12 wk (*n* = 6^+/+^, 11^+/−^, and 8^−/−^). (**B**) Whole EDTA blood was analyzed by flow cytometry to identify B, T, and NK cells. Dot plots show gating strategy for each cell type using *Csf1r* ^+/+^ blood. Cells were gated on the PBMC population by forward versus side scatter (FSC/SSC). Quadrants were determined with isotype controls (*n* = 5^+/+^ and 6^−/−^). (**C**) Graphs shows the mean + SEM. *p* = 0.09, 0.23, and 0.63 for B, T, and NK cells, respectively. (**D** and **E**) Serum from male and female rats aged 2–4 wk was analyzed (*n* = 5 per genotype). Graphs shows the mean + SEM. **p = 0.0018, ***p = 0.0010 (inorganic phosphate) and 0.0007 (ALT). ALT, alanine aminotransferase; AP, alkaline phosphatase, K^+^, potassium.

### Fertility of Csf1r^−/−^ rats

*Csf1*^tl/tl^ male rats reach sexual maturity and were reported to be fertile (17). To date, male *Csf1r*^−/−^ rats have produced no pregnancies when placed with wild type females. Histological analysis revealed a severe reduction in the number of mature sperm cells in the lumen of the epididymis and a large number of atypical residual bodies, suggesting impaired maturation of spermatids (30) (Fig. 5A). The mAb ED1 recognizes rat CD68 and is commonly used to identify rat macrophages (31). In the testis of *Csf1r*^−/−^ males, there was a decrease in CD68^+^ interstitial macrophages (Fig. 5B), similar to that shown in mice treated with anti-CSF1R (32). The size difference between *Csf1r*^−/−^ females and adult male wild type rats precluded test mating on welfare grounds, but the females are also likely to be infertile. Their ovaries were greatly reduced in size, and corpora lutea were either absent or greatly reduced (Fig. 5C). The few corpora lutea that were observed lacked CD68^+^ macrophages (Fig. 5D), which are known to regulate corpus luteum development in mice (33).

**FIGURE 5.**
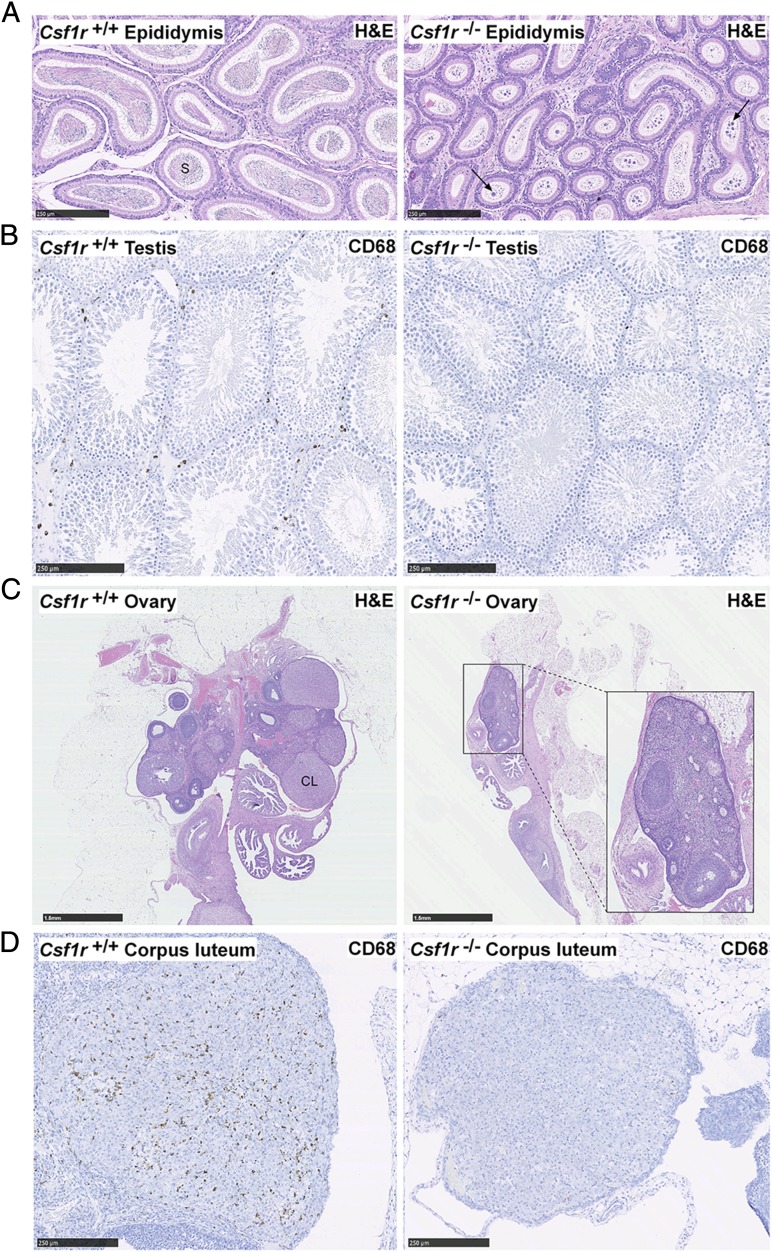
Histology of reproductive organs. Formalin-fixed and paraffin-embedded epididymides, testes, and ovaries were stained with H&E or an Ab against CD68. (**A**) Longitudinal sections of epididymides and (**B**) testes. Images are representative of six rats aged between 7 and 11 wk. Arrows point to atypical residual bodies. Scale bar, 250 μm. (**C** and **D**) Longitudinal sections of ovaries stained with H&E and CD68. Images are representative of seven rats aged 11–12 wk. Scale bar, 1.5 mm (C) and 250 μm (D). In wild type and *Csf1r*^+/−^ rats, an average of 5.8 (range 3–11) corpora lutea were observed per ovary in H&E-stained sections (*n* = 10) compared with only 0.7 (range 0–3) in *Csf1r*^−/−^ rats (*n* = 7). Whole slide images were produced with a NanoZoomer slide scanner and images were exported with NDP.view2 software (Hamamatsu Photonics). CL, corpus luteum, S, sperm.

### Analysis of tissue macrophages in Csf1r^−/−^ rats

There was a reduction of CD68^+^ macrophages in both the red pulp and the periarteriolar lymphoid sheath in spleen compared with wild type and heterozygous rats (Fig. 6A, 6B). This decrease was partly due to extensive infiltration of the red pulp by small mononuclear cells. There were no nucleated RBCs and no obvious increase in the number of megakaryocytes (Fig. 6A). Hence, there was no evidence of the extramedullary hematopoiesis that occurs in *Csf1r* mutant mice in the absence of a BM cavity (9). 

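Spleen RNA of wild-type (WT), heterozygous (HET) and homozygous mutant (KO) rats was hybridized to Affymetrix Rat Gene 2.1 ST arrays, 2 per genotype, and RNA of wild-type BMDM to 2 further arrays. BMDM are macrophages grown from bone marrow, here for 7 d in recombinant human CSF1. The methods name female rats for the tissues, which were not perfused, and the sample labels give male DA rats for the BMDM. *Csf1r*, the targeted gene, had a log2 intensity of 10.37 on the array WT 1 and 10.18 on WT 2, 9.75 on HET 1 and 7.05 on HET 2, and 4.81 on KO 1 and 3.28 on KO 2. In BMDM it stood at 9.97 and 10.10. *Prss16*, a protease of the thymic cortex, lay between 2.42 and 2.98 on WT 1, WT 2, HET 1 and KO 1, at 10.47 on HET 2 and at 10.76 on KO 2. The median of 8 measured genes of thymic epithelium and immature thymocytes, listed after these arrays had been examined, stood 5.02 above the WT spleens on HET 2 and 5.09 above them on KO 2. *Tlx1*, a transcription factor that spleen formation requires, had 2.86 on HET 2 and 3.56 on KO 2, against 7.38 to 7.87 on the other spleen arrays. Every array keeps its deposited label here. The authors normalized the 8 arrays together with RMA, and the deposited intensities were put on the log2 scale. limma compared KO with WT over 9397 genes with at least 1 array at an intensity of 20, with the BMDM arrays in the same fit. The number of arrays limits the precision. The SD of the log2 differences between the 2 arrays was 0.893 in KO and 0.336 in WT spleens. The wide spread between KO 1 and KO 2 enters the p-values of the fit. A fit without KO 1 or KO 2, here and below, keeps 1 KO spleen, so its p-values and calls hold no spread between KO spleens. The labels do not tie each replicate number to a rat, so the p-values cover only the spread between these samples.

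**Figure D1:**
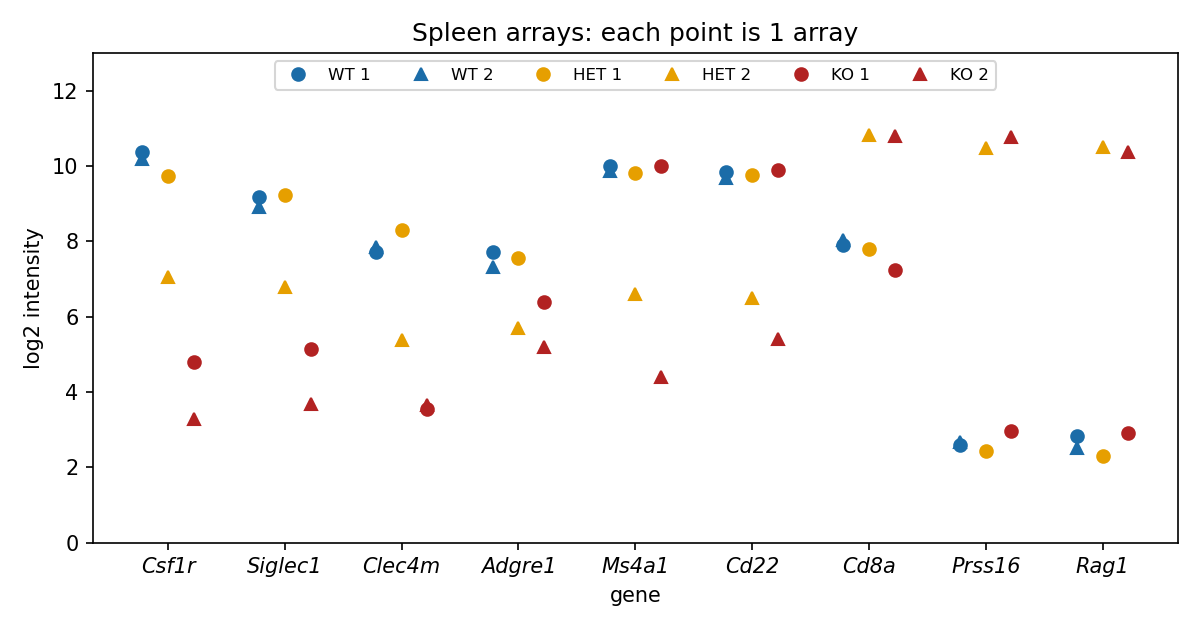
Log2 intensity of 9 genes on the 6 spleen arrays, with each point 1 array, the colour its genotype and the symbol its replicate number. Macrophage genes (*Csf1r*, *Siglec1*, *Clec4m*, *Adgre1*) are at the left, B cell genes (*Ms4a1*, *Cd22*) and *Cd8a* in the middle, and *Prss16* and *Rag1*, above 10 only on HET 2 and KO 2 among these arrays, at the right.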

To evaluate the impact of the mutation on spleen cell populations, we compared gene expression profiles from *Csf1r*^+/+^ and *Csf1r*^−/−^ rats with BM-derived macrophages (BMDM). The full data are provided in Supplemental Table I. The set of 543 transcripts with expression ratios from 0.02 (*Csf1r*) to 0.5 (calculated as the ratio of expression in *Csf1r*^−/−^ to expression in littermates) (Supplemental Table I) includes CD68 (consistent with Fig. 6A), transcription factors (*SpiC*, *Pparg*), and the majority of markers of splenic red pulp macrophages including *Adgre1* (F4/80) (Fig. 6C). 

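Red pulp macrophages take up aged red cells and recycle their iron. *Csf1r* itself had a KO to WT ratio of mean intensities of 0.0152, with a log2 difference of -6.23 (SE 0.504, n = 2 arrays per genotype, adjusted p = 0.0786 from limma). Its value on KO 2 lay below an intensity of 20, so background limits both numbers. *Cd68*, a lysosomal membrane glycoprotein of macrophages, had a ratio of 0.357, 0.432 on KO 1 and 0.283 on KO 2 (log2 difference -1.52, SE 0.271, adjusted p = 0.479 from limma). Of the 9 red pulp macrophage genes plotted in Fig. 6C, 6 were measured. None of the 6 passed over all genes and 6 were lower when adjusted over the list alone, with a median log2 difference of -1.72 (p = 0.0718 and adjusted p = 0.298 from camera with an estimated correlation). The study chose this list on these samples, so it is not independent evidence. Of 12 measured iron-recycling genes from a separate list, none passed over all genes and 2 were lower when adjusted over the list alone (median -1.81, adjusted p = 0.319 with an estimated correlation). Among them, the iron exporter *Slc40a1* had a log2 difference of -2.18, and the heme oxygenase *Hmox1* had ratios of 0.860 on KO 1 and 0.0855 on KO 2. KO 2 is the array with *Rag1*, a gene of immature lymphocytes, at 10.38, against 2.91 on KO 1. A ratio of 0.5 or less was found for 407 of 9292 named probe sets, and a ratio of 2 or more for 490. Without KO 2 the first count was 246, and without KO 1 it was 1316. limma called 1 gene lower, *Clec4m*, and 0 higher (462 and 160 at an unadjusted p under 0.05, and 0 by the methods' t-test after Benjamini-Hochberg adjustment). Without KO 1, 1241 genes were lower and 882 higher, without KO 2, 6 were lower, and without WT 1 or WT 2, 0 were called in either direction.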

The reduction in the relative abundance of these transcripts (and by inference, the red pulp macrophages) may be partly attributable to the overall expansion of the lymphoid populations. The increased relative expression of T cell–associated genes (Fig. 6C) indicates that this expansion is biased toward T lymphocytes, whereas B cell markers were all reduced (Fig. 6C). 

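The T cell genes of Fig. 6C differed between the 2 KO spleens. The median of the 5 measured genes of 7 lay at -0.80 (log2) relative to WT on KO 1 and at 2.55 on KO 2. *Cd3e*, a subunit of the T cell receptor complex, had a KO to WT ratio of 0.547 on KO 1 and 3.28 on KO 2, and the coreceptor *Cd8a* 0.602 and 7.14. The mean log2 differences were 0.45 for *Cd3e* and 1.05 for *Cd8a*, with adjusted p = 0.908 and 0.827 from limma. The 4 measured B cell genes of 7 in Fig. 6C had a median of 0.10 on KO 1 and -4.40 on KO 2. *Ms4a1*, which encodes CD20, had ratios of 1.05 and 0.0218, and the inhibitory receptor *Cd22* 1.1 and 0.0484. None of the T cell genes and none of the B cell genes passed over all genes or when adjusted over the list alone. camera with an estimated correlation gave an adjusted p of 0.609 for the T cell list and 0.503 for the B cell list, and the study chose both on these samples, so they are not independent evidence. Separate textbook lists split the same way, with a median of -0.79 on KO 1 and 1.71 on KO 2 for 16 T cell genes and of 0.18 and -3.76 for 10 B cell genes. Other groups that separated the 2 arrays were 12 cell cycle genes (0.66 on KO 1, 2.62 on KO 2) and 8 erythroid genes (-0.49 and -2.68). *Rag2*, which immature thymocytes express, had a log2 intensity of 9.11 on KO 2, and *Foxn1*, the transcription factor of thymic epithelium, 7.97. Fits without KO 1 or KO 2 keep 1 KO spleen and cannot measure the spread between KO spleens, so they decide nothing for these lists. From the higher T cell and lower B cell transcripts, the paper concludes that a lymphoid expansion in the mutant spleen is biased toward T lymphocytes. It proposes that this expansion is part of the reason for the lower share of red pulp macrophage transcripts. In stained sections the paper also describes small mononuclear cells that infiltrate the red pulp.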

A similar bias toward T cells was reported when *Csf1* was disrupted in mice (34). The spleen contains multiple different mononuclear phagocyte populations occupying specific niches, including the red pulp macrophages, marginal zone macrophages and metallophils, tingible body macrophages, and classical dendritic cells (35). The network analysis tool Graphia Pro (formerly BioLayout *Express*^3D^) was used to identify spleen-specific, macrophage-related genes that were downregulated with the loss of *Csf1r*. The *Csf1r*-dependent genes identified included markers of the separate marginal zone (*Siglec1*) and marginal zone metallophilic (*CD209b*) macrophages (Fig. 6D). 

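Marginal zone macrophages line the border of the white pulp and take up blood-borne antigen. *Clec4m*, the array's symbol for the C-type lectin that the paper calls CD209b, fell in KO spleens by 4.17 on the log2 scale (SE 0.199, n = 2 arrays per genotype, adjusted p = 0.0184 from limma). Its log2 intensity was 7.77 ± 0.09 (SD, n = 2) in WT and 3.60 ± 0.07 (SD, n = 2) in KO spleens. *Siglec1*, a sialic acid receptor of metallophilic and marginal zone macrophages, had a log2 difference of -4.64 (SE 0.494), and *Il22ra2*, the soluble receptor for IL-22, -3.93 (SE 0.301). Their adjusted p values were 0.167 and 0.0774 from limma. *Fmod*, a collagen-binding proteoglycan, had -2.13 (SE 0.343). Of the 8 marginal zone candidates in Fig. 6D and 6F, 6 were measured, 1 fell over all genes, and 6 were lower when adjusted over the list alone, a list chosen by the study on these samples and not independent evidence. Their median was -2.95 on KO 1 and -4.02 on KO 2 (p = 0.0106 and adjusted p = 0.285 from camera with an estimated correlation). On KO 2, B cell genes such as *Cd22* were lower as well, at a log2 intensity of 5.40 against 9.90 on KO 1. The call for *Clec4m* ended without WT 1 or WT 2, while its log2 difference stayed at -4.24 and -4.11. It also ended with littermates as the reference, with the WT and KO arrays alone and with all 6 spleen arrays. Without KO 1 or KO 2, *Siglec1* passed (adjusted p = 0.000396 and 0.00842 from limma), and so did *Il22ra2* (0.00111 and 0.0390). Neither passed without WT 1 (0.999 for both) or WT 2 (0.998 and 0.917).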

Complete loss of the former population was confirmed via immunohistochemistry with an anti-SIGLEC1 Ab (Fig. 6E). The selective loss of CD209b, as well as a number of other candidate marginal zone-associated transcripts discussed below, was confirmed by qRT-PCR (Fig. 6F). The selective loss of the marginal zone macrophages may explain the disrupted splenic architecture and the migration of lymphocytes into the red pulp.

**FIGURE 6.**
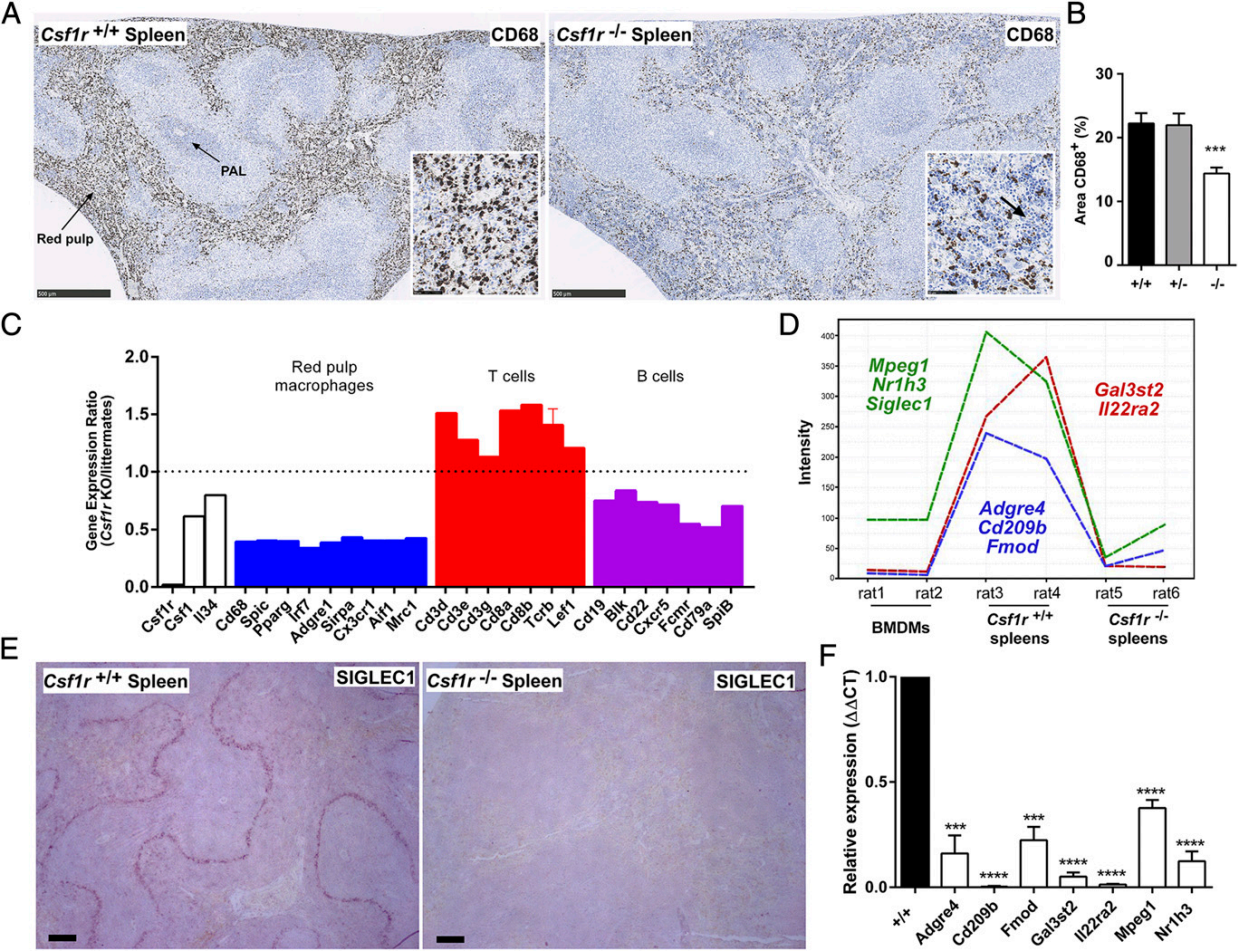
Analysis of spleens in *Csf1r*^−/−^ rats. (**A**) Formalin-fixed and paraffin-embedded spleens were stained with an Ab against CD68. Scale bar, 500 μm. Inset shows an area of red pulp. Scale bar, 50 μm. Arrow points to infiltration of lymphocytes in *Csf1r*^−/−^ inset. Whole slide images were produced with a NanoZoomer slide scanner and jpeg files exported with NDP.view2 software. PAL, periarteriolar lymphoid sheath. (**B**) The area of CD68^+^ cells in the red pulp was determined from 10 images per spleen (at original magnification ×80) using ImageJ (Fiji) (*n* = 10^+/+^, 8^+/−^, and 13^−/−^). Graph shows mean + SEM. Significance compared with wild type is indicated by ***p = 0.0002 using a *t* test. (**C**) Microarray data from spleens were used to determine expression ratios for genes associated with red pulp macrophages and T and B cells. Graph shows mean + SEM for genes with multiple probes. (**D**) Gene expression plot generated in Graphia Pro highlighting splenic macrophage-specific genes which were downregulated in *Csf1r*^−/−^ rats. (**E**) Formalin-fixed and paraffin-embedded adult spleens were stained with an Ab against SIGLEC1. Scale bar, 100 μm. Images are representative of 2^+/+^ and 3^−/−^ rats and two repeat experiments. (**F**) Total RNA was isolated from spleens of adult wild type (^+/+^) and *Csf1r*^−/−^ rats (*n* = 3) for analysis of candidate marginal zone macrophage-associated gene expression identified in (D) via quantitative PCR. Graph shows mean + SEM. Significance compared with wild type is indicated by ***p = 0.003 and ****p < 0.0001 using a *t* test.

In the liver, CD68^+^ Kupffer cells were unaffected in the heterozygotes but partially depleted in *Csf1r*^−/−^ rats. The residual CD68^+^ cells appeared smaller and less ramified, but there was otherwise no gross change in liver size (relative to body weight) or architecture (Fig. 7A, 7B). Liver enzymes, alanine aminotransferase, and alkaline phosphatase were marginally increased in the circulation, but bile acids and bilirubin were unchanged and there was no histological evidence of injury (Fig. 4D, 4E). As in the *Csf1r*^−/−^ mice (9), peritoneal macrophages were absent in the *Csf1r*^−/−^ rats (Fig. 7C).

**FIGURE 7.**
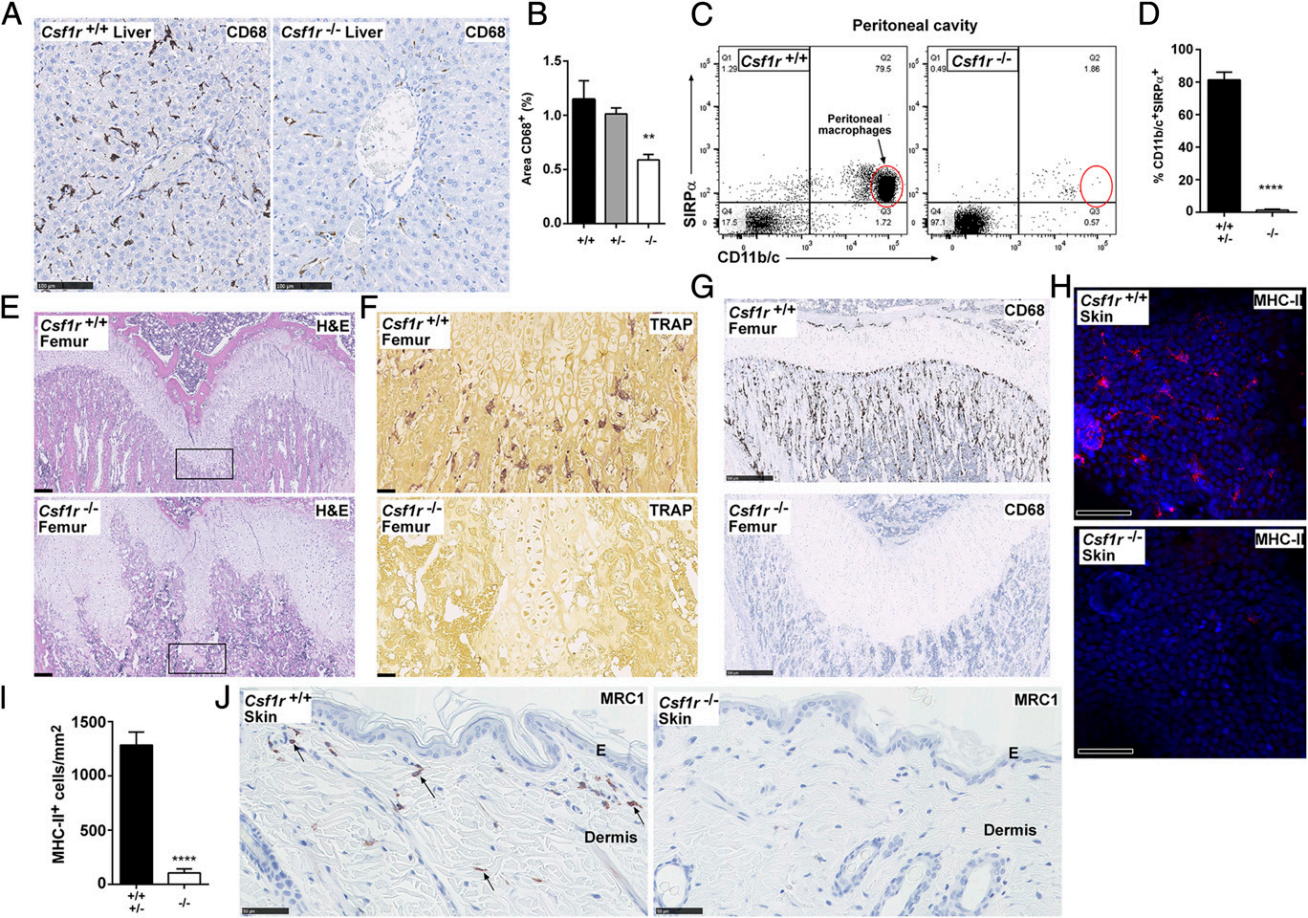
Analysis of tissue macrophages in *Csf1r*-deficient rats. (**A**) Formalin-fixed and paraffin-embedded livers were stained with an Ab against CD68. Whole slide images were produced with a NanoZoomer slide scanner and exported as jpeg files with NDP.view2 software. Scale bar, 100 μm. (**B**) The area of CD68^+^ cells was determined from 10 images per liver (at original magnification ×20) using ImageJ (*n* = 7^+/+^, 4^+/−^, and 9^−/−^). Graph shows mean + SEM. Significance compared with wild type is indicated by **p = 0.0035 using a *t* test. (**C**) Peritoneal cavity cells were analyzed by flow cytometry for expression of SIRPα and CD11b/c. Dead cells were excluded with propidium iodide, and quadrants were set with isotype controls. (**D**) Graph shows mean + SEM of CD11b/c^+^SIRPα^+^ peritoneal macrophages. Significance compared with wild type/heterozygotes is indicated by ****p < 0.0001 using a *t* test (*n* = 3). Decalcified femurs from adult rats were either stained with (**E**) H&E or stained for expression of (**F**) TRAP and (**G**) CD68. The boxed growth plate in (E) shows the area of TRAP staining. Images are representative of five rats per genotype. Scale bar, 200 μm (H&E), 500 μm (CD68), or 50 μm (TRAP). Whole slide images were produced with a NanoZoomer slide scanner and images exported with NDP.view2 software. (**H**) Epidermal sheets were prepared from the ears of adult rats and immunostained for MHC-II (red). Nuclear staining was performed using Hoechst 33258 (blue). Epidermal sheets were imaged as z-stacks (25 μm) using a Zeiss LSM710 confocal microscope. MHC-II and nuclei signals were acquired with 633 and 405 nm lasers, respectively. (**I**) Maximum intensity projections were produced from the z-stacks and MHC-II^+^ cells were quantified as per (102). Graph shows mean +SEM. Significance compared with wild type/heterozygotes is indicated by ****p < 0.0001 using a *t* test. Images are representative of four rats per genotype, two z-stacks analyzed per rat. Scale bar, 50 μm. (**J**) Formalin-fixed and paraffin-embedded dorsal skin was immunostained for MRC1 expression. Image is representative of 2^+/+^ and 3^−/−^ adult rats per genotype and two repeat experiments. Arrows point to MRC1^+^ dermal macrophages. Whole slide images were produced with a NanoZoomer slide scanner and images exported with NDP.view2 software. Scale bar, 50 μm. E, epidermis.

To examine effects on bone architecture, femurs were stained for TRAP (also known as ACP5) and CD68. As noted also in Fig. 2D, despite the cortical thickening and increased trabecular bone, the *Csf1r*^−/−^ rats retained a substantial BM compartment. This likely explains the lack of extramedullary hematopoiesis in the spleen. Osteoclasts were entirely deficient in *Csf1r*^−/−^ rats (Fig. 7F), as reported in *Csf1*^tl/tl^ rats (17), whereas in *Csf1r*^−/−^ mice TRAP^+^ cells are retained, albeit at a lower frequency (9). The surface of bone in mice and humans contains a population of specialized osteal macrophages, intercalated among the osteoblasts (36). Abundant osteal macrophages were detected with CD68 staining in rat bone, and they were completely absent in bones from the *Csf1r*^−/−^ animals (Fig. 7G).

In mice, IL-34 is also expressed in the epidermis and is required for the development of the MHC-II–positive epidermal Langerhans cells (37). In the *Csf1r*^−/−^ rats. MHC-II^+^ Langerhans cells, visualized in epidermal sheets, were almost completely depleted (Fig. 7H, 7I); the few remaining cells were only weakly MHC-II^+^. Dermal macrophages were also absent in *Csf1r*^−/−^ rats as detected by CD206 (mannose receptor, MRC1) expression (Fig. 7J).

### Analysis of Csf1r^−/−^ rat brains

The brains of *Csf1r*^−/−^ rats at 11 wk of age revealed few abnormalities apart from some enlargement of the lateral ventricles (Fig. 8A). Whereas *Csf1r*^−/−^ mice had hollow and fragile olfactory bulbs (27), these were intact and apparently normal in the rat (Fig. 8B). Minor loss of myelin was apparent at the level of the corpus callosum (Fig. 8C). *Csf1r*-deficient mice had a gross deficiency of microglia, detected with the microglial marker, IBA1 (27). IBA1^+^ cells with ramified morphology were similarly not detectable in any region of the brain (Fig. 8D) or in the plexiform layers of the retina (Fig. 8F, 8G) in adult *Csf1r*^−/−^ rats. To confirm that this deficit was due to a loss of microglia, rather than loss of the marker, cells extracted from total brain tissue were analyzed (21). CD11b/c^+^CD45^low^ microglia were entirely absent in *Csf1r*^−/−^ rats (Fig. 9A), and CD11b/c^+^CD45^hi^ macrophages (normally a minor component in brain digests) were decreased. The population of CD11b/c^−^CD45^hi^ cells was increased in *Csf1r*^−/−^ rats. We attribute this to blood contamination as a result of incomplete perfusion (discussed below).

**FIGURE 8.**
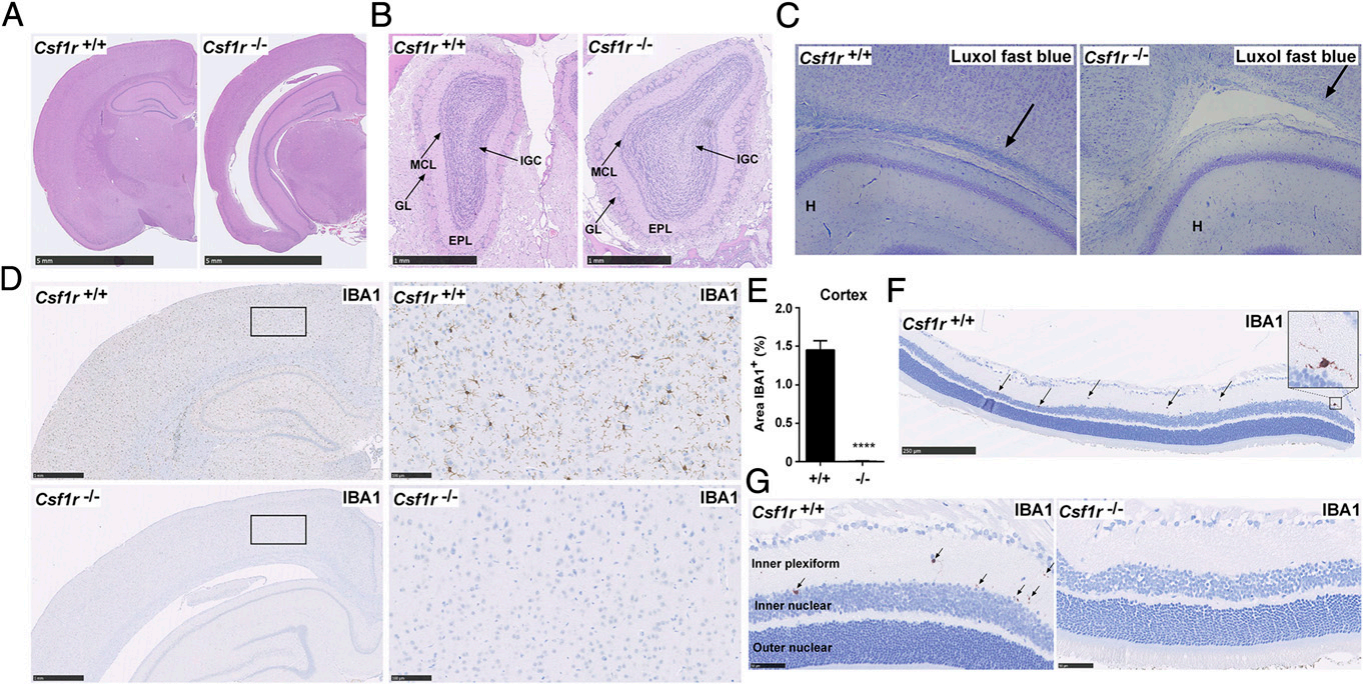
Analysis of brains from *Csf1r*^−/−^ rats. All brains were formalin fixed and paraffin embedded for histology and immunohistochemistry. (**A**) Brains from 11-wk-old rats were stained with H&E. Images are representative of seven rats per genotype. Scale bar, 5 mm. (**B**) Adult heads were fixed in formalin and stained with H&E following EDTA decalcification. Image shows olfactory bulbs in situ. Scale bar, 1 mm. Image representative of seven rats per genotype. EPL, external plexiform layer; GL, glomerular layer; IGC, internal granular cell layer of the olfactory bulbs; MCL, mitral cell layer. (**C**) Formalin-fixed brains from 3-wk-old rats were stained with Luxol fast blue. Arrows point to myelin preservation and myelin pallor in wild type and mutant rats, respectively. Image of three rats per genotype. (**D**) Adult brains (8–14 wk) were stained with an Ab against IBA1. Scale bar, 1 mm (left) or 100 μm (right). (**E**) For each rat, 10 20× images of the cortex were analyzed for the percentage of IBA1^+^ staining using ImageJ (*n* = 7 per genotype). Graphs show mean + SEM. Significance compared with wild type is indicated by ****p < 0.0001 using a *t* test. (**F** and **G**) Formalin-fixed eyes were stained with an Ab against IBA1. Arrows point to IBA1^+^ microglia in the inner plexiform layer of the retina. Images are representative of two rats per genotype, two repeat experiments. Scale bar, 250 μm (F) and 50 μm (G).

**FIGURE 9.**
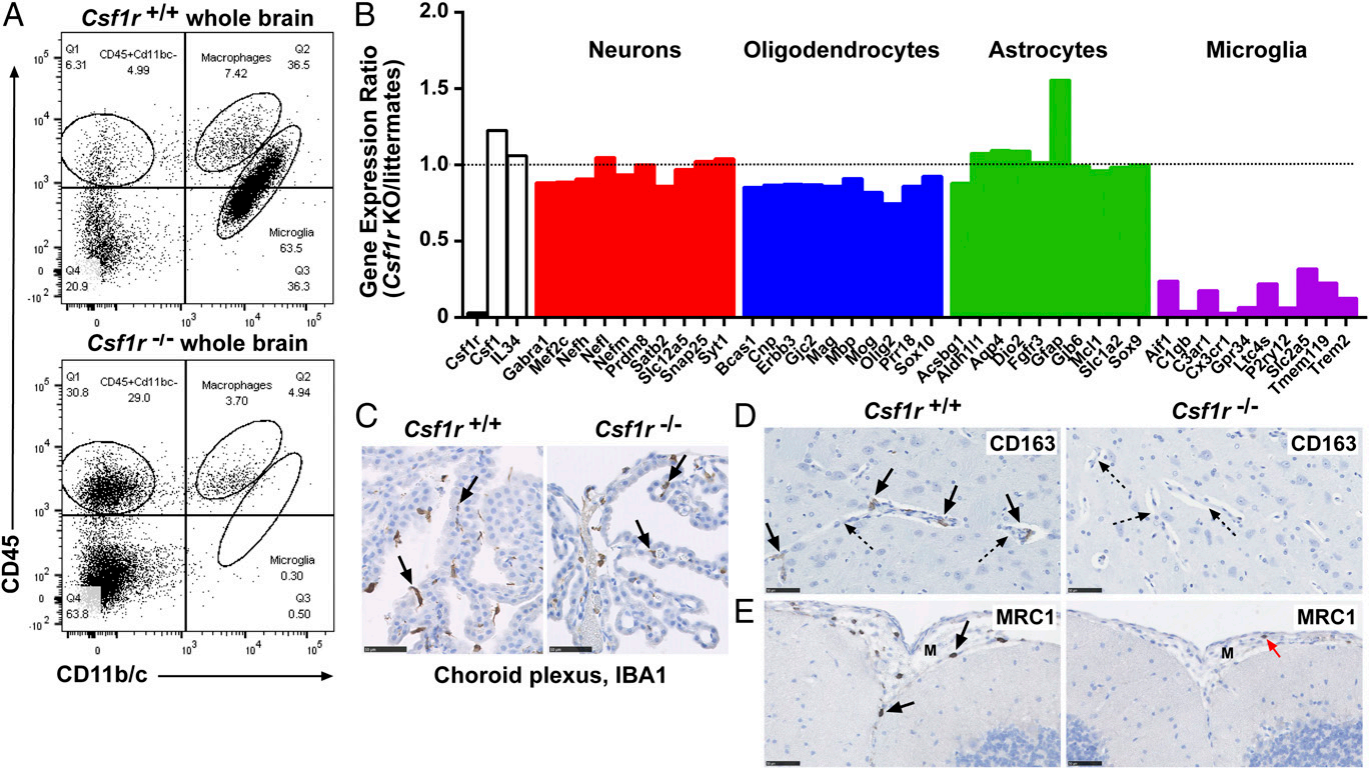
Further analysis of brains from *Csf1r*^−/−^ rats. (**A**) Single-cell suspensions of brain were depleted of myelin and analyzed by flow cytometry for CD11b/c and CD45 expression. Dead cells were excluded with propidium iodide, and blood granulocytes were excluded from *Csf1r*^−/−^ samples via forward versus side scatter (FSC/SSC). Quadrants were determined using isotype controls. Image is representative of six rats per genotype. (**B**) Microarray data from dissected striatum, hippocampus, olfactory bulbs, and pituitary gland were used to determine expression ratios for genes associated with the major cell populations of the brain. (**C**) Choroid plexuses from adult brains stained with an Ab against IBA1. Images are representative of seven rats per genotype. Arrows point to IBA1^+^ choroid plexus macrophages. Sclae bar, 50 μm (**D**) Adult brains were stained with an Ab against CD163. Images are representative of seven rats per genotype. Solid arrows point to CD163^+^ perivascular macrophages. Dotted arrows point to blood vessels. Scale bar, 50 μm. (**E**) Adult brains were stained with an Ab against MRC1. Images are representative of seven rats per genotype. Solid arrows point to MRC1^+^ meningeal macrophages in the *Csf1r*^+/+^ rat brain. Red arrow points to a monocyte in the *Csf1r*^−/−^ meninges (M). Scale bar, 50 μm. Whole slide images were produced with a NanoZoomer slide scanner and analyzed with NDP.view2 software (Hamamatsu Photonics).

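The microglia genes of panel B fell in each region when the regions were tested one by one. Of 10, 9 were lower in the hippocampus (median log2 difference -2.59), 9 in the striatum (-2.67), 9 on the arrays labelled olfactory bulbs (-2.57) and 10 on those labelled pituitary gland (-3.57), at an adjusted p under 0.05 from limma. The study chose the list on these samples, so it is not independent evidence. Astrocyte genes of the panel did not pass. Of 10, 3 were measured, *Acsbg1* at -0.11, *Dio2* at 0.08 and *Gjb6* at -0.15, and none passed over all genes or when adjusted over the list alone. Over all genes, 65 changed in the hippocampus, 73 in the striatum, 193 on the arrays labelled olfactory bulbs and 100 on those labelled pituitary gland. These counts moved when a WT or KO replicate number was left out. Each such fit lost the array of that number in every region at once and kept 1 array in those groups. The check for arrays carrying another tissue did not cover the arrays labelled olfactory bulbs, and none of them was left out for it. With the 8 arrays carrying another tissue left out, an alternative added after seeing the data, the counts were 31, 20, 108 and 78.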

The brain, like the spleen, contains several macrophage populations in addition to microglia (38). 

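RNA of the striatum, hippocampus, olfactory bulbs and pituitary gland of WT, HET and KO rats was hybridized to 24 arrays of the type used for the spleen, 2 per region and genotype. *Csf1r* had a log2 intensity in the striatum of 8.92 and 8.83 (WT), 8.20 and 8.05 (HET) and 3.96 and 3.61 (KO), and in the hippocampus of 8.43 and 8.34, 7.76 and 7.65, and 3.39 and 2.73. On the arrays labelled olfactory bulbs it had 7.63 and 7.74 (WT), 7.79 and 7.59 (HET) and 3.43 and 3.07 (KO), and on those labelled pituitary gland 9.12 and 8.85, 8.38 and 8.62, and 3.15 and 2.91. Hormone genes of the anterior pituitary were high on the 6 arrays labelled olfactory bulbs. On these, growth hormone (*Gh1*) had 12.68 to 12.91, *Pomc* 11.10 to 11.52 and the thyrotropin subunit *Tshb* 10.00 to 10.59, whereas *Gh1* had 5.23 to 7.37 on the arrays labelled pituitary gland. Genes of olfactory bulb interneurons were high on the arrays labelled pituitary gland, with *Th*, which makes dopamine, at 9.12 to 10.22 and the calcium-binding protein *Calb2* at 10.03 to 10.41. The arrays keep the tissue of their deposited title and source name here. The description field of both these sets of arrays says striatum instead. Genes of neighbouring tissue were high on single arrays. The mean of the choroid plexus list was 9.32 in hippocampus WT 2 and 9.43 in KO 2, against 4.30 to 4.95 on the other hippocampus arrays. The mean of the cortical projection neuron list was 7.47 in striatum WT 2, 6.54 in KO 1 and 6.41 in HET 2, against 5.24 to 5.50 on the others. An olfactory mucosa list, drawn up after the data had been seen, stood at 9.88 on KO 2, 7.96 on HET 1 and 4.89 on HET 2 of the arrays labelled pituitary gland, against 2.87 to 2.93 on the others. The authors normalized these 24 arrays together with RMA and apart from the spleen arrays. For the brain as a whole, the log2 values of the 4 regions were averaged per genotype and replicate number, and limma was run on the 6 resulting values over 10663 genes with at least 1 array at an intensity of 20. Single regions were compared in a fit of all 24 arrays. The methods name 2 rats per genotype, so arrays of different regions can come from the same animals, and this fit and its test of differences between regions treated the arrays as independent. The number of arrays limits the precision.

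**Figure D2:**
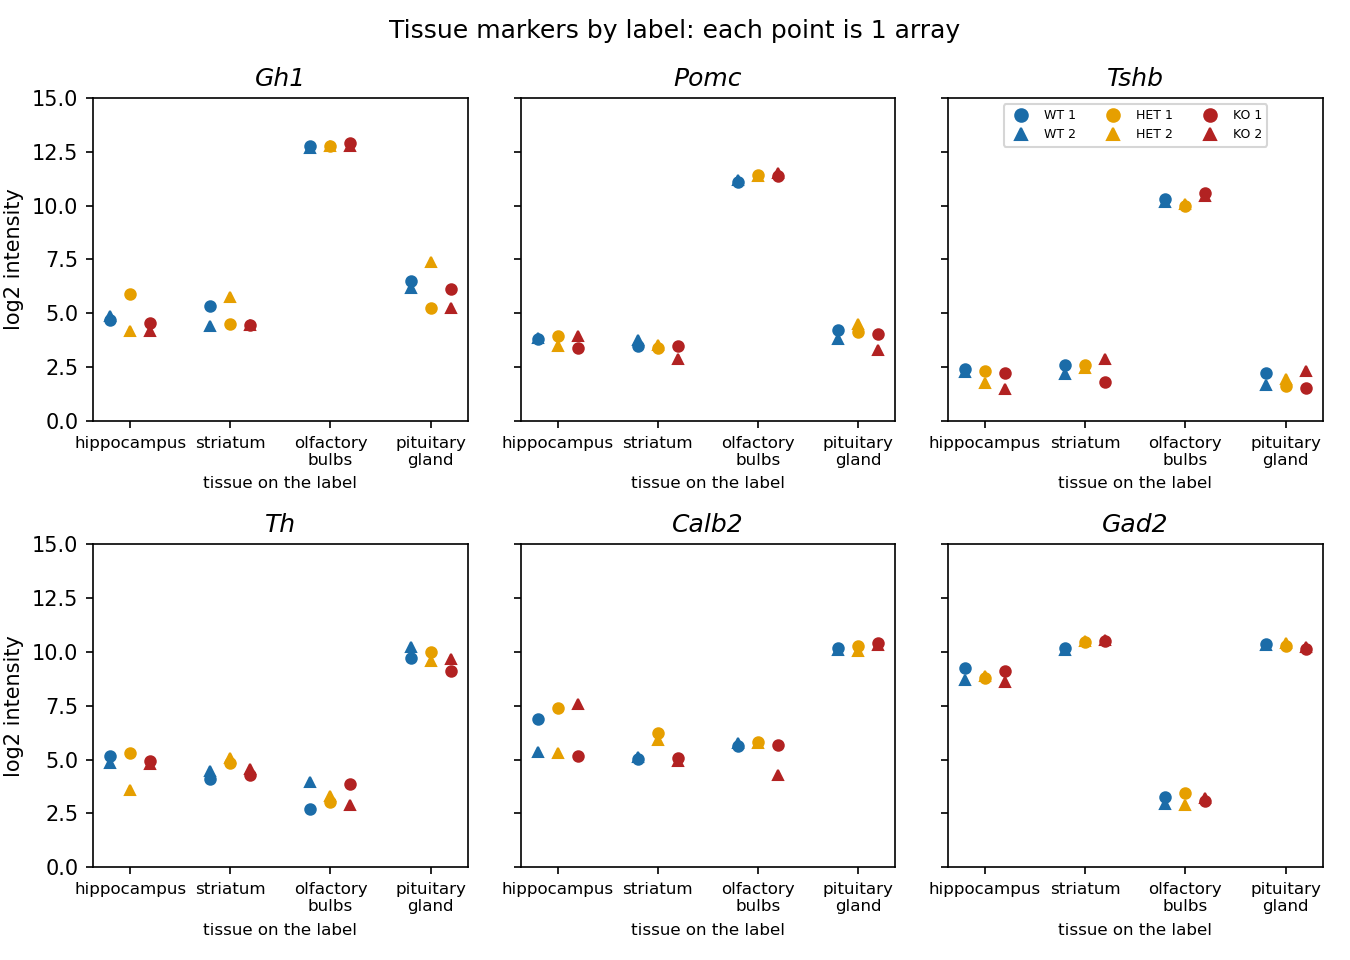
Log2 intensity of 3 pituitary hormone genes (*Gh1*, *Pomc*, *Tshb*) and of *Th*, *Calb2* and *Gad2*, a gene of inhibitory neurons, by the tissue on the label, with each point 1 array. The hormone genes are above 9 only on the arrays labelled olfactory bulbs, and *Th* and *Calb2* only on those labelled pituitary gland.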

To further analyze the impact of *Csf1r* mutation on brain myeloid populations and on other brain cells, we profiled gene expression in the striatum, hippocampus, olfactory bulbs, and pituitary gland. 

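Neuron-associated genes did not pass the test between KO and WT brains. Of the 10 neuron genes in Fig. 9B, 5 were measured, and none passed over all genes or when adjusted over the list alone. Their median log2 difference was 0.06 (adjusted p = 0.848 from camera with an estimated correlation). The neurofilament genes *Nefh*, *Nefl* and *Nefm* had -0.20, 0.15 and 0.06, the synaptic vesicle protein *Syt1* 0.15, and the transcription factor *Mef2c* -0.10. A textbook list of 7 measured neuron genes had a median of -0.05 and one of 6 synaptic genes 0.10, and no member of either passed. By region the Fig. 9B neuron genes had a median of -0.01 in the hippocampus and -0.22 in the striatum, 0.49 on the arrays labelled olfactory bulbs, where 2 were higher when adjusted over the list alone, and 0.03 on those labelled pituitary gland. The arrays labelled olfactory bulbs had a log2 intensity of *Gad2*, made by inhibitory neurons, of only 2.91 to 3.46. The study chose the Fig. 9B list on these samples, so it is not independent evidence.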

The full dataset is provided in Supplemental Table I. There was no global change in expression of generic neuron-associated genes in *Csf1r*^−/−^ rats shared by the four brain regions examined, but there was some evidence of region-specific impacts, discussed below.

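Microglial genes fell in KO brains. Of the 10 microglia genes in Fig. 9B, all 10 were measured and all 10 fell, over all genes and when adjusted over the list alone, with a median log2 difference of -2.74 (p = 0.00199 and adjusted p = 0.0577 from camera with an estimated correlation). The study chose this list on these samples, so it is not independent evidence. *P2ry12*, the ADP receptor that guides microglial processes, fell by 3.89 on the log2 scale (SE 0.117), *C1qb*, a complement component, by 4.53 (SE 0.178), and *Tmem119*, a surface marker of microglia, by 1.97 (SE 0.121), each with n = 2 values per genotype and an adjusted p under 0.05 from limma. Of 35 microglia genes on a separate textbook list, 27 were measured and 22 fell (26 when adjusted over the list alone), with a median of -1.50. Examples are *Selplg*, which encodes the selectin ligand PSGL-1, at -3.60 (SE 0.192), and *P2ry13* at -3.78 (SE 0.117). A ratio of 0.5 or less was found for 107 of 10853 named probe sets and a ratio of 2 or more for 51. limma called 115 genes lower and 9 higher. Without WT replicate 1 the lower calls numbered 72 and without WT replicate 2, 74. The higher calls numbered 1, 5 and 22 without WT replicate 1, WT replicate 2 and KO replicate 1.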

The set of 131 transcripts with expression ratios from 0.03 (*Ctss*, *Cx3cr1*, and *Csf1r*) to 0.5 (Supplemental Table I) contains many microglia-enriched transcripts identified in mice (Fig. 9B) (39–41) and rats (42). By contrast to the loss of microglia-specific markers, many macrophage-associated marker genes remained readily detectable in *Csf1r*^−/−^ brains (e.g., *Cd14* and *Fcgr1a* encoding CD64). 

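*Cd14*, a coreceptor for bacterial lipopolysaccharide, had a log2 difference between KO and WT brains of -0.15 (SE 0.130, n = 2 values per genotype, adjusted p = 0.84 from limma). Its ratio of mean intensities put it 8.45% lower. *Fcgr1a*, the high-affinity IgG receptor, fell by 1.97 (SE 0.18, adjusted p = 0.00206 from limma), to an intensity 74.3% lower. It lay below an intensity of 20 on 7 of the 8 KO arrays, so background limits both numbers. Of 11 measured monocyte genes, 4 fell over all genes, and 4 were lower and 1 higher when adjusted over the list alone (median -0.15, adjusted p = 0.314 with an estimated correlation). The monocyte chemokine receptor *Ccr2* had 0.39 (adjusted p = 0.705 from limma).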

We attempted to locate residual macrophages with known markers. As in the *Csf1r*-deficient mouse (27), there were no detectable CD68^+^ cells in *Csf1r*^−/−^ rat brains via immunohistochemistry (data not shown). *Csf1r*^−/−^ rats retained IBA1^+^ macrophages in the choroid plexus (Fig. 9C) but lacked detectable CD163^+^ perivascular macrophages (43) and MRC1^+^ meningeal macrophages (38) (Fig. 9D, 9E).

The blood–brain barrier was intact in *Csf1r*^−/−^ rats, as evident from Evans blue exclusion. Interestingly, there was an obvious reduction in Evans blue staining in the periphery of *Csf1r*^−/−^ rats, suggesting a subtle vascular phenotype. Evans blue staining in the spleen was also reduced (Fig. 9A), despite no differences in levels of the carrier albumin (Fig. 4E), potentially highlighting the known role of macrophages in angiogenesis (reviewed in Ref. 44).

### Network analysis of gene expression in the spleen of Csf1r-deficient rats

In previous studies of the effect of CSF1 treatment on macrophage numbers and gene expression profiles in the liver, BMDM were used as an external reference to identify genes that were enriched in macrophages relative to the tissue (45). These genes provided a signature of CSF1-dependent expansion of the macrophage population detectable in total mRNA from the liver (45). To provide a similar reference for the rat, BMDM were generated by cultivation in a medium containing recombinant human CSF1 for a period of 7 d as described for mouse (45), mRNA was isolated, and transcript expression was profiled in parallel with tissue mRNA from adult rats.

To identify the set of genes that were spleen enriched, based upon comparison with BMDM grown in CSF1, the wild type, heterozygous, and homozygous *Csf1r* mutant expression profiles were combined with BMDM and clustered using Graphia Pro. Surprisingly, one of the two heterozygous mutant animals had much lower expression of *Csf1r*, albeit higher than in the knockout. 

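The array HET 2 had a *Csf1r* intensity below HET 1, WT 1 and WT 2 and above KO 1 and KO 2. *Siglec1* and *Clec4m* took the same position, with a log2 intensity of 9.23 on HET 1 and 6.78 on HET 2, and of 8.30 and 5.38. *Adgre1*, which encodes F4/80, had 7.57 on HET 1 and 5.69 on HET 2, below the 6.38 on KO 1 and above the 5.18 on KO 2. The 6 measured marginal zone candidates had a median log2 difference from WT of 0.19 on HET 1 and -2.33 on HET 2, and the 6 measured red pulp macrophage genes 0.16 and -1.99, the latter below the -1.17 on KO 1. Lymphoid and stromal genes also differed on HET 2. The T cell genes of Fig. 6C had a median of 2.50, the B cell genes -2.85, and 3 genes of spleen stroma, listed after the data had been seen, -4.77. *Tcf21*, a stromal transcription factor, stood at 3.21 on HET 2 and 7.64 on HET 1. Thymus transcripts were high on the same array, with *Rag1* at 10.50, *Rag2* at 9.50 and the thymic chemokine *Ccl25* at 7.02. On HET 1, pancreatic enzyme transcripts were high instead, with the carboxypeptidase *Cpa1* at 9.70 and the lipase *Pnlip* at 7.41. Each value is from 1 array, so the difference between HET 1 and HET 2 has no replicate of its own. The log2 SD of *Csf1r* was 1.91 between the 2 HET arrays and 0.14 between the 2 WT arrays.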

(Supplemental Table I).

The network graph divided into two major aggregates, essentially comprising clusters of macrophage-enriched and spleen-enriched transcripts. Fig. 10A shows the clustered nodes for the main element in the layout graph.

**FIGURE 10.**
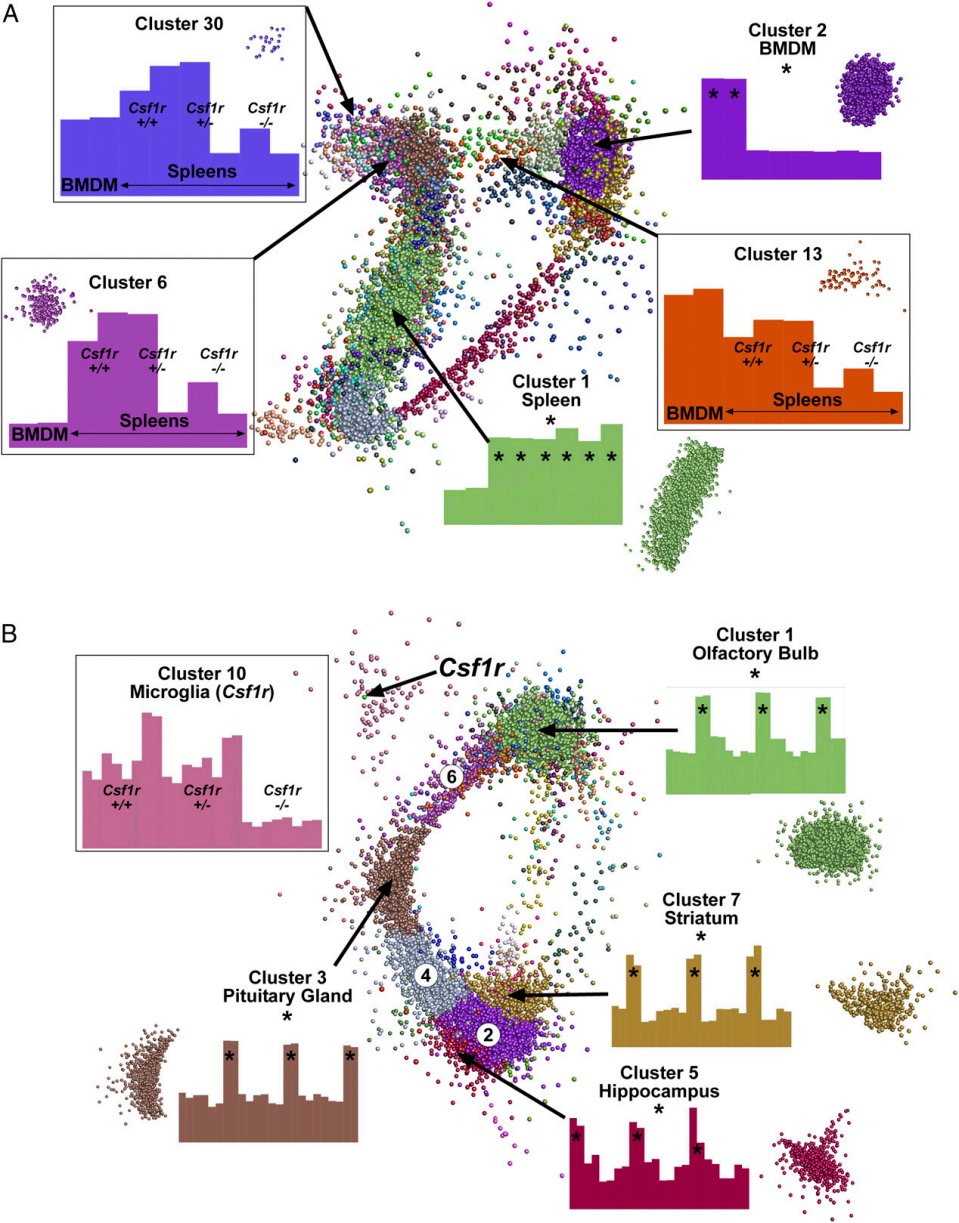
Network analysis of gene expression in the spleen and brains of *Csf1r* deficient rats. RMA-normalized microarray data from Supplemental Table I was analyzed with Graphia Pro. Edges have been removed for ease of visualization. Nodes allocated to the same cluster are the same color. Histograms show the averaged expression patterns of all genes in the cluster. Boxed clusters refer to genes affected by loss of *Csf1r*. Unboxed clusters refer to genes that are tissue specific (*). (**A**) Key clusters from spleen. All known genes in which no sample reached an intensity of 20 were excluded. Analysis was performed at a Pearson correlation coefficient ≥0.95 (12,305 nodes making 1,746,925 edges). Clustering was performed at an inflation of 2.0 with a minimum cluster size of 10. (**B**) Key clusters from brain. All known genes in which no sample reached an intensity of 20 were excluded. Analysis was performed at a Pearson correlation coefficient ≥0.85 (11,833 nodes making 3,617,804 edges). Clustering was performed at an inflation of 2.0 with a minimum cluster size of 10. Three clusters (circled numbers) shared gene expression with multiple brain regions: cluster 2 (striatum and hippocampus), cluster 4 (pituitary gland, striatum, and hippocampus), and cluster 6 (olfactory bulb and pituitary gland). Histograms for these clusters are shown in Supplemental Table I.

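The network of the 8 spleen and BMDM arrays was rebuilt with the settings of this legend from 9681 named probe sets with at least 1 array at an intensity of 20. It held 8917 nodes and 1007281 edges, and Markov clustering gave 84 clusters of 10 or more probe sets. *Siglec1*, *Nr1h3* and *Adgre4* fell in a cluster of 266 probe sets, the B cell genes *Ms4a1*, *Cd22* and *Pax5* in one of 736, and *Rag1*, *Cd3e* and *Cd8a* together with *Prss16* in one of 668. The pancreatic genes *Cpa1*, *Cel* and *Pnlip* formed a cluster of 21, which was high on HET 1. *Csf1r* belonged to no cluster of 10 or more.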

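The network of the 24 brain and pituitary arrays was rebuilt with the settings of this legend from 10853 named probe sets. It held 8858 nodes and 2338676 edges, and Markov clustering gave 43 clusters of 10 or more probe sets. With the methods' settings for the spleen, a correlation of 0.98 and an inflation of 1.5, it held 1587 nodes and 24 clusters, and *Csf1r* was in none of them.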

Five clusters of specific interest are among those listed in Supplemental Table I, together with their average expression profile. The largest cluster, cluster 1 (2171 genes; green nodes), was strongly enriched in the spleen compared with BMDM and not sensitive to *Csf1r* mutation. 

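The second largest cluster of the rebuilt spleen network, with 1612 probe sets, was higher in spleen than in BMDM. Its mean intensity was 127 in BMDM, 301 in WT, 318 in HET and 321 in KO spleens. It included *Lum*, a proteoglycan of connective tissue, and the T cell genes *Cd5* and *Cd3g*. The median KO to WT ratio over the cluster was 1.08, and 0 of its probe sets had a ratio of 0.5 or less. Clustering uses the genotype pattern itself, so these ratios describe the cluster and are not independent evidence, and no test was run on it.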

The second largest cluster (cluster 2, 1986 genes; purple nodes) was strongly enriched in the BMDM and also was not affected by the loss of *Csf1r*. This list is a complex mixture of genes associated with phagocyte biology and include *Adgre1* (F4/80), *Itgam* (CD11b), components of the vacuolar ATPase (*Atp6v* family), *Fcgr*, and *Clec* families. 

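Genes of phagocyte biology made up part of the largest rebuilt cluster, 1704 probe sets with a mean intensity of 423 in BMDM, 122 in WT and 121 in KO spleens. It held *Adgre1*, *Itgam*, *Fcgr1a* and several *Atp6v* genes. *Itgam*, the integrin chain CD11b, was higher in BMDM than in WT spleen by 3.77 on the log2 scale (difference WT minus BMDM -3.77, n = 2 arrays each, adjusted p = 0.0076 from limma). *Atp6v1a*, the catalytic subunit of the vacuolar ATPase, which acidifies lysosomes, had -1.84 (adjusted p = 0.0043 from limma), and *Adgre1* -2.24 (adjusted p = 0.0119 from limma). Between KO and WT spleens, *Itgam* had a log2 difference of -0.94 (SE 0.61, adjusted p = 0.778 from limma), with ratios of 1.00 on KO 1 and 0.270 on KO 2. *Fcgr1a*, which encodes CD64, had -2.23 (adjusted p = 0.462 from limma). Of 12 measured vacuolar ATPase genes, none passed over all genes or when adjusted over the list alone, and their median was -0.14 (adjusted p = 0.566 from camera with an estimated correlation). *Atp6v1a* was among them, at -0.34. Without KO 1, which leaves KO 2 alone, *Itgam* had -1.89 and *Fcgr1a* -2.75. Of the KO and WT spleens, KO 2 had the highest level of the thymic chemokine *Ccl25*, 7.84 against 4.23 on KO 1.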

The existence of this cluster indicates that there is a substantial residual macrophage population in the spleen of *Csf1r^−/−^* rats, and they share with BMDM the majority of the generic macrophage transcriptome. That conclusion is consistent with the residual CD68 staining in Fig. 6A and 6B. Also within cluster 2, there were more general anabolic/metabolism-associated genes involved in mitochondria (e.g., *Nduf*, *Cox*, *Mrpl* families) and RNA/protein synthesis. 

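Subunits of the respiratory chain and of the mitochondrial ribosome were read from a list of 16 genes, 13 of them measured. *Ndufb8*, *Ndufs3* and *Ndufs8* of complex I, *Cox5b* and *Cox6a1* of complex IV, and *Mrpl3* and *Mrpl12* were in the same cluster as *Adgre1*. None of the 13 passed between KO and WT spleens over all genes or when adjusted over the list alone, and their median log2 difference was 0.17 (adjusted p = 0.298 from camera with an estimated correlation).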

The enrichment of these genes in cluster 2 reflects the difference between a pure growing macrophage population and the splenic lymphoid population, in which most of the cells are relatively metabolically inactive.

*Csf1r*-dependent clusters varied in their level of spleen enrichment. 

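The cluster that held *Siglec1* in the rebuilt network had 266 probe sets and a mean intensity of 62.3 in BMDM, 290 in WT, 202 in HET and 134 in KO spleens. Of its 264 genes, 144 had a KO to WT ratio of 0.5 or less, 62 on KO 1 and 206 on KO 2. Several cell types contribute to it. The complement genes *C1qa*, *C1qb* and *C1qc* and the adhesion molecule *Vcam1* are macrophage genes, *Hba-a3* and *Slc4a1* belong to red cells, *Ncr1* and *Nkg7* to NK cells, and *Tcf21* to spleen stroma. Its mean log2 intensity was 7.23 on HET 1 and 5.37 on HET 2, 6.37 on KO 1 and 5.24 on KO 2, against 7.29 on WT 1 and 6.92 on WT 2. *Hba-a3*, an alpha globin, lay at 5.57 on HET 2 and 5.92 on KO 2 and at 9.41 on KO 1. The cluster was picked for its genotype pattern and is not independent evidence of it. HET 2 and KO 2 also shared high thymus transcripts, with a median 2.01 and 2.18 above WT for 7 measured genes of a thymus list drawn up and examined after the first one.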

The expression profile of cluster 6 (238 genes) was much higher in spleen than in BMDM and downregulated in the knockout and in the low *Csf1r*-expressing heterozygote. 

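*Tfec*, a transcription factor related to MITF, and *Gpr34*, a lysophosphatidylserine receptor, fell in a rebuilt cluster of 22 probe sets with *Hpgds*, a prostaglandin D synthase, and the ferritin light chain gene *Ftl1*. Its mean intensity was 381 in BMDM, 487 in WT, 384 in HET and 282 in KO spleens, and its median KO to WT ratio was 0.409. *Gpr34* had a log2 difference between KO and WT spleens of -2.23 (SE 0.206, n = 2 arrays per genotype, adjusted p = 0.129 from limma). Without KO 1, which leaves KO 2 alone, the difference was -2.19. A cluster picked for its genotype pattern is not independent evidence of that pattern.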

Cluster 30 (24 genes) had a similar expression profile to cluster 6, but with higher relative expression in BMDM. The spleen-specific cluster 6 contained the signature gene for the marginal zone macrophages (*Siglec1*) which was among the most downregulated with the loss of *Csf1r* (Supplemental Table I). The IL-22–binding protein, encoded by *Il22ra2*, has recently been studied in detail in Peyer patch, where it is highly expressed by myeloid cells underlying follicle-associated epithelium, regulates IL-22 signaling, and indirectly affects bacterial uptake (46). The loss of this transcript was confirmed by qRT-PCR (Fig. 6F).

The gene expression profile in the spleen of *Csf1r*-deficient rats is consistent with almost complete loss of the marginal zone macrophage populations. These cells, and the related Ag capture cells in the subcapsular sinus of lymph nodes, were also depleted in *op/op* mice (47). The data suggest that relatively few *Csf1r-*dependent genes are absolutely restricted to the marginal zone.

Genes that are less spleen specific but are nevertheless *Csf1r* dependent (e.g., those in cluster 13, including *Sirpa*) may be shared by macrophages of the marginal zone and red pulp, or specifically associated with red pulp macrophages. 

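*Sirpa*, which encodes an inhibitory receptor for CD47, fell in a rebuilt cluster of 50 probe sets together with *Tyrobp* and *Fcer1g*, adaptors of activating receptors, and the lysosomal protease gene *Ctsb*. The cluster's mean intensity was 585 in BMDM, 407 in WT, 305 in HET and 178 in KO spleens, with a median KO to WT ratio of 0.479. For *Sirpa* the ratio was 0.535 on KO 1 and 0.173 on KO 2 (log2 difference -1.70, SE 0.547, adjusted p = 0.706 from limma). *Tyrobp* had a log2 difference of -1.76 (adjusted p = 0.569 from limma) and *Fcer1g* -1.42 (0.635). Of 9 measured C1q and Fc receptor signalling genes, none passed over all genes and 6 were lower when adjusted over the list alone (median -1.75, adjusted p = 0.298 with an estimated correlation). Without KO 1, 9 of the 9 were lower at an adjusted p under 0.05 from limma, and without KO 2, WT 1 or WT 2, 0.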

Overall, the main impact of *Csf1r*-deletion is to compromise spleen-specific macrophage differentiation.

### Network analysis of gene expression in the brain of Csf1r-deficient rats

As with the spleen, the first pass analysis of gene expression data for two brain regions was to determine the expression ratios (ratio of *Csf1r*^−/−^/littermates) for each of the transcripts on the arrays in each of the tissues. There was no global change in expression of generic neuron-associated genes in *Csf1r*^−/−^ rats shared by the brain regions examined, but there was some evidence of region-specific impacts (Supplemental Table I). 

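Of the 11 genes named as shared, 10 were measured in both tissues. In the brain all 10 fell over all genes, with a median log2 difference of -2.95. In the spleen none of the 10 passed over all genes, 10 were lower when adjusted over the list alone, and the median was -1.98 (p = 0.0415 and adjusted p = 0.298 with an estimated correlation). The study chose this list on these samples, so it is not independent evidence. *P2ry13*, a nucleotide receptor, had -2.43 in the spleen (adjusted p = 0.717 from limma), *Pld4*, a lysosomal nuclease, -2.34 (0.731) against a fall of 3.34 in the brain (SE 0.157), and *Tmem119* -2.0 (0.545). Among the C1q genes, which encode the first component of complement, *C1qc* had -2.09 in the spleen (0.574) and fell by 2.55 in the brain. *Clec4a1*, a C-type lectin, had -1.97 (0.379) and fell by 2.15. Among 8779 probe sets measured in both tissues, 317 had a ratio of 0.5 or less in the spleen, 82 in the brain and 38 in both. Independent lists of these sizes would share 2.96 (odds ratio 26.0, p = 1.41e-33 from Fisher's exact test, over probe sets that are not independent of each other). *Gpr31* had -1.31 in the brain with all arrays. Its call ended without WT replicate 1 (log2 difference -1.41, adjusted p = 0.0765 from limma) or WT replicate 2 (-1.22, 0.12). In the spleen, 10 of the 10 passed without KO 1 and 0 without KO 2, WT 1 or WT 2.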

There were several overlaps between the *Csf1r*-dependent genes in the brain regions and spleen, including *Gpr31*, *Gpr34*, *Cd33*, *Tmem119*, *Tmem176a*, *P2ry13*, *Pld4*, *Clec4a1*, and *C1q* genes, but most were not shared, consistent with the tissue-specific adaptation of *Csf1r*-dependent macrophages in the two locations. Fig. 10B shows the network graph for the combined analysis of the four brain regions; gene lists are provided in Supplemental Table I. The largest cluster was cluster 1 (4283 genes), containing olfactory bulb–associated genes. 

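The largest cluster of the rebuilt brain network, 3817 probe sets, was high on the arrays labelled olfactory bulbs. It held the pituitary hormone genes *Gh1*, *Prl*, *Pomc*, *Lhb*, *Fshb* and *Tshb*. *Prl*, which encodes prolactin, had a log2 intensity of 12.07 to 12.18 on these arrays and 5.96 to 9.64 on those labelled pituitary gland, and *Cga*, the subunit shared by the glycoprotein hormones, 12.22 to 12.42 on the former. The mean over the list of pituitary hormones and regulators was 9.11 to 9.74 on the arrays labelled olfactory bulbs and 4.56 to 5.12 on those labelled pituitary gland. The median KO to WT ratio of the cluster lay between 0.922 in the hippocampus and 1.03 in the striatum.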

Other region-specific clusters were cluster 3 (pituitary gland; 878 genes), cluster 5 (hippocampus; 513 genes), and cluster 7 (striatum; 384 genes). 

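A cluster of 676 probe sets was high on the arrays labelled pituitary gland and held the olfactory bulb genes *Th*, *Calb2*, *Doc2g*, *Cdhr1* and *Omp*. *Doc2g*, expressed by mitral and tufted cells, had a log2 intensity of 8.86 to 9.63 there, and *Omp*, the olfactory marker protein of sensory axons, 6.54 to 9.48, against 3.32 to 3.74 on the arrays labelled olfactory bulbs. The mean of the olfactory bulb neuron list was 8.79 to 9.06 on the arrays labelled pituitary gland and 4.68 to 5.13 on those labelled olfactory bulbs. A hippocampal cluster of 338 probe sets held *Prox1* of the dentate gyrus and *Neurod6* of pyramidal neurons. A striatal cluster of 247 held the dopamine receptor genes *Drd1* and *Drd3* and the adenosine receptor gene *Adora2a*.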

The second largest cluster (cluster 2; 1253 genes) contained genes that were more highly expressed in both hippocampus and striatum. 

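A cluster of 804 probe sets was high in both hippocampus and striatum and held genes of myelinating oligodendrocytes, among them *Mag* and *Mog* of the myelin membrane, *Cnp*, and *Myrf*, the transcription factor that starts myelin gene expression. Its median KO to WT ratio was 0.911 in the hippocampus and 1.00 in the striatum.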

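A rebuilt cluster of 377 probe sets was high in the hippocampus and striatum and on the arrays labelled pituitary gland. It held genes of astrocytes (*Slc1a3*, a glutamate transporter, and *Gja1*, a gap junction protein) and of oligodendrocyte precursors (*Pdgfra*, *Cspg4*). A cluster of 166 was high on the arrays labelled olfactory bulbs and on those labelled pituitary gland, and held the endothelial genes *Cdh5* and *Tek*, while other endothelial genes lay elsewhere, such as *Cldn5* in the cluster of 377 and *Emcn* in the largest cluster.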

Two other main clusters also shared highly expressed genes between tissues: cluster 4 (pituitary gland, striatum and hippocampus; 757 genes) and cluster 6 (pituitary gland and olfactory bulb; 471 genes). None of these clusters showed any evidence of genotype association. 

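Over the 7 largest clusters of the rebuilt network, the median KO to WT ratio lay between 0.901 and 1.2 in every region. The lowest was in the hippocampus for the striatal cluster of *Drd1*, and the highest on the arrays labelled olfactory bulbs for the cluster of *Cdh5*. In the striatum the cluster of *Drd1* had a median ratio of 1.12. Smaller clusters had ratios farther from 1. A cluster of 12 with the plasma protein genes *Alb* and *Fgg* had 0.343 in the striatum, where WT 2 and HET 1 were high (mean log2 intensity 6.17 and 5.20, against 3.64 on WT 1, 3.59 on HET 2, and 4.19 and 3.76 on the KO arrays), and 0.252 on the arrays labelled olfactory bulbs (4.90 and 6.31 in WT, 3.59 and 3.84 in KO). One of 11 with the chemokine *Ccl7* and the macrophage gene *F13a1* had 0.286 on the arrays labelled pituitary gland. One of 92 with olfactory mucosa genes such as *Cyp2g1* had 3.51 there, where the mucosa genes were high on KO 2. On the arrays labelled olfactory bulbs, a cluster of 45 with *Bhlhe23* had 1.87. Its mean log2 intensity was 6.29 on KO 1 and 4.60 to 4.87 on the others of that label. Another cluster, of 18, had 0.281 there, with 3.97 and 5.63 in WT and 2.99 and 3.13 in KO. No test was run on the clusters.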

Cluster 10 (107 genes) contained genes that were downregulated in the *Csf1r*^−/−^ rats in all brain regions, including *Csf1r* itself (Fig. 10B). This set contains most known microglia-specific transcripts and is presumably attributed to the loss of microglia.

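*Csf1r* fell in a rebuilt cluster of 81 probe sets. It held 29 of the 35 tested genes of the 2 microglia lists, such as *Cx3cr1*, *P2ry12*, *Trem2* and *Aif1*, which encodes IBA1. Of its 81 genes, 71 fell at an adjusted p under 0.05 from limma and 62 had a ratio of 0.5 or less. Mean intensity over the cluster was 54.9 in WT and 12.9 in KO hippocampus and 66.7 and 14.4 in striatum. On the arrays labelled olfactory bulbs it was 63.8 and 18.2, and on those labelled pituitary gland 99.8 and 15.6. The median ratios were 0.391, 0.352, 0.431 and 0.256. *Fcer1g*, an adaptor of Fc receptors, fell by 3.77 (SE 0.099), *Aif1* by 2.17 and *Gpr34* by 3.87 (SE 0.185) on the log2 scale. The cluster was picked because it holds *Csf1r*, so its pattern is not independent evidence. With a correlation of 0.98 and an inflation of 1.5, *Csf1r* was in no cluster of 10 or more. Its own cluster fell in all regions and held most of the known microglial transcripts, from which the paper proposes that it reflects the loss of microglia.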

## Discussion

The *Csf1r* knockout rats described in this article join a small set of rat knockout lines that have been produced via homologous recombination in ESC [(48) and reviewed in Ref. 13]. The comparison between rat and mouse mutant phenotypes supports the view that the rat, in many cases, provides a superior model for studying human genetic disease. For example, p53–deficient rats exhibited a more human-like tumor spectrum than mice (49), and dystrophin mutant rats displayed heart defects which were more similar to the human condition Duchenne muscular dystrophy (50, 51). The phenotype of *Csf1r*^−/−^ rats is clearly very different from mice, and because of the improved viability, we have assayed phenotypes that could not be accessed in mice. 

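*Pdgfrb*, which encodes a receptor of pericytes and fibroblasts, and *Slc26a2*, a sulfate transporter, lie near *Csf1r* in the rat assembly GRCr8, which was used only for gene order. *Pdgfrb* had a log2 difference between KO and WT of -0.86 in the spleen (SE 0.723, adjusted p = 0.794 from limma) and 0.36 in the brain (SE 0.0969, adjusted p = 0.243 from limma). *Slc26a2* had -0.24 in the spleen (SE 0.207, adjusted p = 0.798 from limma) and 0.10 in the brain (0.859). Further neighbours, *Ppargc1b*, *Csnk1a1* and *Tcof1*, had 0.32, 0.24 and -0.26 in the spleen and 0.06, -0.03 and -0.12 in the brain. Within 10 Mb of *Csf1r*, 0 of 63 tested genes were called in the spleen (5 at an unadjusted p under 0.05 from limma) and 2 of 72 in the brain, against 121 of 10493 elsewhere (p = 0.204 from Fisher's exact test, odds ratio 2.45, 95% interval 0.288 to 9.37). At an unadjusted p under 0.05 from limma the brain had 10 of 72 within 10 Mb (p = 0.219 from Fisher's exact test). Within 5 Mb it had 9 of 46 (p = 0.0361 from Fisher's exact test, odds ratio 2.35, 95% interval 0.995 to 4.98). Within 20 Mb it had 10 of 118 (p = 0.874 from Fisher's exact test, odds ratio 0.889). Calls at an adjusted p under 0.05 gave p = 0.100 within 5 Mb and 0.401 within 20 Mb from Fisher's exact test. *Csf1r* itself was left out of these counts. KO 2 is the KO spleen array with high thymus transcripts. Without KO 1, which leaves KO 2, *Pdgfrb* had -2.01 in the spleen, and without KO 2 it had 0.29. It did not pass without WT 1 or WT 2.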

In any insertional mutagenesis, or deletion, there is always the possibility of *cis*-acting impacts on neighboring genes. The two genes neighboring *Csf1r*, namely *Hmgxb3* and *Pdgrb*, are both robustly expressed in all three tissues examined by gene expression profiling, and there was no significant change in their expression in response to insertional mutagenesis of *Csf1r.*

A common trait between *Csf1r*^−/−^ rats and mice is increased bone density (osteopetrosis) attributed to either a reduction (mice) or complete absence (rats) of bone-resorbing osteoclasts. In humans, genetic susceptibility to disordered bone turnover in Paget disease has been linked to variation at the *Csf1* locus (52). In *Csf1*^tl/tl^ rats, there is a severe loss of osteoclasts in addition to the loss of osteoblasts (53). Unlike *Csf1*^tl/tl^ rats (54), the *Csf1r*^−/−^ rats developed a BM cavity, albeit reduced, and showed no evidence of extramedullary hematopoiesis in the spleen. Nevertheless, only monocytes were greatly reduced in the blood. We speculate that the loss of macrophages in liver and spleen increases the half-life of red cells, platelets, and neutrophils, compensating for reduced production by the BM. The receptor mutants also do not display the early onset deafness seen in *Csf1*^tl/tl^ rats, attributed to auditory ossicle abnormalities (55). The loss of osteoclasts in *Csf1r*^−/−^ rats is probably balanced in part by deficient calcification by osteoblasts. Osteoblasts on the bone surface interact intimately with a population of osteal macrophages, which are essential for intramembranous and endochondral ossification (36, 56). In the *Csf1r^−/−^* rat, there were no CD68^+^ osteal macrophages detectable on the bone surfaces (Fig. 7F). The difference between ligand and receptor mutations presumably reflects the role of the second ligand, IL-34. Both CSF1 and IL-34 (57) are produced by osteoblasts and contribute to osteoclastogenesis. It appears likely that IL-34 is essential for rat osteal macrophage development. Conversely, there is a lack of sperm development and fertility in male *Csf1r*^−/−^ rats, whereas *Csf1*^tl/tl^ male animals are fertile. This suggests that the alternative ligand, IL-34, has a specific function in testis development in the rat. Consistent with that hypothesis, *Il34* mRNA is highly expressed in rat testis and downregulated by candidate male contraceptives (58).

Other phenotypes shared between *Csf1r*^−/−^ rats and mice include postnatal growth retardation, lack of tooth eruption, reduced circulating monocyte numbers, defects in fertility, reduction in liver and peritoneal macrophages, and loss of Langerhans cells. The most obvious difference between *Csf1r*^−/−^ rats and mice is the greatly increased viability, relative lack of a severe brain phenotype, and absence of effects on the sensory nervous system, insulin/pancreatic islet development, and gastrointestinal tract in the rats, as noted above. These species-specific differences, especially the latter two, probably contribute to the improved postweaning survival of the rat knockout compared with the mouse. The gut phenotype in mice has been attributed to *Csf1r* expression by Paneth cells, which appeared to be absent in mutant mice, and *Csf1* signaling is proposed to indirectly control the differentiation of intestinal epithelial cells (59, 60). Treatment of mice with anti-CSF1R Ab completely depleted intestinal macrophage populations and lysozyme expression in the intestinal crypts and was associated with an increase in goblet cells (32). More recently, we demonstrated that *Csf1r* mRNA is not expressed in mouse Paneth cells, but macrophages intimately associated with the crypt control the differentiation of these cells and *Lgr5*^+^ stem cells. Whereas lysozyme expression was *Csf1r* dependent, other Paneth cell markers, including defensins, were not. In addition to increased goblet cell formation, anti-CSF1R treatment produced a complete loss of Ag-sampling M cells (61). In the rat *Csf1r* knockout, there was no effect on the cellularity of the lamina propria, no loss of Paneth cells, no increase in goblet cells, and no discernible change in villus architecture (Supplemental Fig. 2). In mice, the large intestinal macrophage population apparently depends upon continuous replenishment from circulating monocytes (62). In the *Csf1r* mutant rat, monocytes were greatly reduced, yet there was no apparent impact on the intestine.

In contrast, the almost complete loss of visceral fat in *Csf1r*^−/−^ rats at an early age is a novel phenotype that has not previously been noted in mice. The *Csf1*^op/op^ mouse is not deficient in adipose tissue but does have a reduction of macrophages in this tissue (63). Adipose tissue growth is related to growth hormone and IGF1 production (64). Hence, the loss of adipose tissue is most likely linked to the reduced GHR and IGF1 we observed in the liver and the consequent loss of circulating IGF1, as noted previously in *Csf1*^tl/tl^ rats (45). A previous study also noted the loss of GHR expression in the bone of *Csf1*^tl/tl^ rats (65).

Injection of Evans blue stain highlighted a deficiency in development of the peripheral vasculature in *Csf1r*^−/−^ rats. Notably, the apparent leakiness in the spleen (Supplemental Fig. 3B) appears to be associated with the marginal zone and may be an indirect consequence of the loss of the marginal zone macrophages. The *tl/tl* CSF1 mutant rats display impaired capillary proliferation in the femur, which can be rescued with CSF1 treatment (66). However, the peripheral blood vessels have not been examined in these rats.

The gene expression analysis in Fig. 6C and 6D allowed us to identify spleen-specific genes that were downregulated with the loss of *Csf1r*. The large majority of genes enriched in BMDM relative to spleen were not affected. 

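Comparison of WT spleen with BMDM called 1703 genes higher in BMDM and 2320 higher in spleen at an adjusted p under 0.05 from limma. Of the 1703, 0 were called lower in KO spleens and 51 (2.99%) had a KO to WT ratio of 0.5 or less. Their median log2 difference was 0.09. Of the 2320 higher in spleen, 1 was called lower, *Clec4m*, and 199 (8.58%) had a ratio of 0.5 or less. The shares differed between the 2 KO arrays. On KO 1, 1.88% of the genes higher in BMDM and 5.00% of those higher in spleen had a ratio of 0.5 or less, and on KO 2, 6.22% and 21.5%. WT spleen was part of both comparisons, which share its chance values.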

Transcripts associated with classical dendritic cell differentiation, such as *Itgax*, *Zbtb46*, *Ly75*, or *Clec9a*, were also unaffected, suggesting that these cells are not *Csf1r* dependent. Those genes that were both spleen enriched and *Csf1r* dependent provide a surrogate indicator of the loss of specific cell populations. 

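Of the 4 genes named here, *Itgax*, *Ly75* and *Clec9a* were measured, and none passed over all genes. *Itgax*, the integrin chain CD11c, had a log2 difference between KO and WT spleens of -0.79 (SE 0.311, n = 2 arrays per genotype), with ratios of 0.754 on KO 1 and 0.445 on KO 2. *Clec9a*, a receptor of cross-presenting dendritic cells, had -0.82 (SE 0.271), with ratios of 0.695 and 0.462. *Ly75*, which encodes DEC-205 and is also made by thymic epithelium, had 1.80 (SE 0.705), with ratios of 1.61 and 7.06, the higher one on the array with the thymus transcripts. When adjusted over the list alone, *Itgax* and *Clec9a* were lower and *Ly75* was higher. The list comes from the study's own reading of these samples and is not independent evidence, and camera gave p = 0.347 with an estimated correlation. Without KO 1, the same count of 2 lower and 1 higher passed over all genes, and without KO 2, WT 1 or WT 2, 0.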

The marginal zone macrophages of the mouse have resisted isolation and characterization (41). The commonly studied marker genes *Siglec1* (marginal zone macrophages) and *CD209b* (marginal metallophils) (35) were almost ablated in *Csf1r*^−/−^ rats, and coregulated genes are implicated, by association, in marginal zone macrophage differentiation and function (Supplemental Table I). 

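The KO to WT ratio of mean intensities was 0.0454 for *Siglec1*, 0.0668 on KO 1 and 0.0240 on KO 2. For *Clec4m* it was 0.0554, 0.0534 on KO 1 and 0.0574 on KO 2. *Clec4m* on both KO arrays and *Siglec1* on KO 2 lay below an intensity of 20, so background limits these ratios and the true ones can be lower. The log2 intensity of *Siglec1* was 9.18 and 8.91 in the WT spleens and 5.15 and 3.67 in the KO spleens. In the rebuilt network *Clec4m* belonged to a cluster of 18 probe sets with *Capn13*, a calpain protease, and *Il22ra2*. *Capn13* had a log2 difference of -3.29 (SE 0.221, adjusted p = 0.0587 from limma). It passed without KO 1 (adjusted p = 0.000843 from limma) and without KO 2 (0.0110), and not without WT 1 (0.999) or WT 2 (0.917).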

Very few genes show the same level of *Csf1r* dependence. One example is the IL-22–binding protein, encoded by *Il22ra2*. This transcript is highly expressed by myeloid cells underlying mouse follicle-associated epithelium, regulates IL-22 signaling, and indirectly affects bacterial uptake (46).

The marginal zone macrophage population is also absent from *Csf1^op/op^* mice (47). Marginal zone macrophages in mice are distinguished from red pulp macrophages by expression of the widely used macrophage marker, F4/80, encoded by *Adgre1* (previously *Emr1*) (67). *Adgre1* is also highly expressed by rat macrophages (Supplemental Table I), and the relative loss of expression in the knockout spleen (∼70%) is consistent with expression in the red pulp macrophages. 

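*Adgre1* had a mean log2 difference between KO and WT spleens of -1.75 (SE 0.427, n = 2 arrays per genotype, adjusted p = 0.639 from limma). The ratio of mean intensities was 0.321, with 0.447 on KO 1 and 0.195 on KO 2. BMDM had a log2 intensity of 9.73 and 9.82, and the WT spleens 7.72 and 7.33. Without KO 1 the difference was -2.34, and without KO 2 it was -1.15, each from 1 KO array. It did not pass without WT 1 or WT 2.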

The related gene, *Adgre4* (previously *Emr4*), was strongly spleen enriched and highly *Csf1r* dependent (Fig. 6F). 

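*Adgre4* encodes an adhesion receptor of the F4/80 family. Its mean intensity was 460 in WT spleens and 9.26 in BMDM, a log2 difference of 5.61 (adjusted p = 0.0047 from limma). The BMDM value lies below an intensity of 20, so background limits this difference. Between KO and WT spleens the log2 difference was -3.08 (SE 0.748, n = 2 arrays per genotype, adjusted p = 0.639 from limma), with a ratio of 0.155, 0.258 on KO 1 and 0.0521 on KO 2. It belonged to the same rebuilt cluster as *Siglec1*.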

ADGRE4 was shown to mediate binding to B lymphocytes (68), supporting the hypothesis that it may be a novel functional marginal zone marker.

The set of candidate marginal zone–enriched transcripts includes the transcription factor *Nr1h3* (aka *Lxrα*) (Fig. 6F), which is essential for both marginal zone macrophage populations in mouse (69). 

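*Nr1h3*, a nuclear receptor for oxysterols, had a log2 difference between KO and WT spleens of -2.45 (SE 0.586, n = 2 arrays per genotype, adjusted p = 0.635 from limma). The ratio of mean intensities was 0.219, with 0.34 on KO 1 and 0.0976 on KO 2.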

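*Nfe2*, a transcription factor of megakaryocytes and erythroid cells, had a log2 difference between KO and WT spleens of -1.26 (n = 2 arrays per genotype, adjusted p = 0.745 from limma). *Klf2*, which controls lymphocyte trafficking and endothelial genes, had -0.91 (0.764). *Tcf21* had -2.84 (SE 1.22, adjusted p = 0.747 from limma), with a log2 intensity of 6.85 on KO 1 and 2.92 on KO 2. These 3 genes were in the rebuilt cluster of *Siglec1*. Of the 11 transcription and growth factors that the Discussion places with *Nr1h3*, 8 were measured and none passed over all genes or when adjusted over the list alone. Their median was -1.16 (p = 0.121 from camera with an estimated correlation), and the study chose the list on these samples, so it is not independent evidence. *Gdpd2*, a gene of spleen stroma chosen after the data were seen, was likewise low on KO 2, at 3.69, and not on KO 1, at 8.81. Without KO 1, 5 of the 8 factors were lower at an adjusted p under 0.05 from limma, and without KO 2, WT 1 or WT 2, 0.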

Other transcription factors coregulated with *Lxrα* (Supplemental Table I, cluster 6) included *Nfe2*, *Nr1d1*, *Rara*, *Klf2*, and *Tcf21*.

One report on *Nr1d1* in macrophages confirms the enriched expression in mouse splenic macrophages and a circadian oscillation (70). Regulated expression of the retinoic acid receptor, *Rara*, has also been associated with myeloid differentiation (71), and treatment of mice with retinoids led to an expansion of the marginal zone in spleen (72). *Tcf21* is required during development for the formation of a spleen (73). This *Csf1r*-dependent cluster also contained multiple growth factors of the TGFB (*Tgfb2*, *Tgfb3*) and BMP (*Bmp2, 3, 4, 6*) families, which could contribute to the differentiated phenotype of splenic macrophages (74, 75). 

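*Tgfb3* and the bone morphogenetic protein genes *Bmp2*, *Bmp3*, *Bmp4* and *Bmp6* were in the rebuilt cluster of *Siglec1*. These secreted factors signal through SMAD proteins. Their log2 differences between KO and WT spleens ran from -0.82 for *Bmp3* to -1.35 for *Bmp6*, with adjusted p = 0.74 and 0.706 from limma. *Tgfb3* had -1.06 and *Bmp4* -1.33, and neither passed.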

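*Tfec* had a log2 difference between KO and WT spleens of -2.60 (SE 0.428, n = 2 arrays per genotype, adjusted p = 0.445 from limma). The ratio of mean intensities was 0.179, with 0.25 on KO 1 and 0.108 on KO 2.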

Expression of the transcription factors *Tfec* and *Tcf7l2* was downregulated with the loss of *Csf1r* (Supplemental Table I). *Tfec* is a member of the MITF transcription factor family and is known to be macrophage enriched and PU.1 dependent (76). Analysis of the *Tfec*^−/−^ mouse suggested a role in IL-4–inducible expression of genes, including *Csf3r* (77), which was also downregulated in the *Csf1r*^−/−^ spleen. 

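*Csf3r*, the receptor for granulocyte CSF, had a log2 difference between KO and WT spleens of -2.67 (SE 0.924, n = 2 arrays per genotype, adjusted p = 0.731 from limma). Its ratio was 0.429 on KO 1 and 0.0558 on KO 2. A list of 10 measured neutrophil genes, which share this receptor, had a median of 0.06, and none passed over all genes or when adjusted over the list alone.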

Our finding suggests that *Tfec* could have a specific function in splenic macrophages. *Tcf7l2* is associated with differentiation of plasmacytoid dendritic cells (78). Plasmacytoid dendritic cells express *Csf1r* and were found to be 70% reduced in the spleen of *op/op* (CSF1-deficient) mice (79). The alteration of the gene expression profile in the spleen of *Csf1r*-deficient rats is consistent with the immunohistochemistry (IHC) data and indicates almost complete loss of the marginal zone macrophage populations. These cells, and the related Ag capture cells in the subcapsular sinus of lymph nodes, were also depleted in *op/op* mice (47). Genes that were less spleen specific, but are nevertheless *Csf1r* dependent (e.g., those in cluster 13 and 30), may be shared by macrophages of the marginal zone and red pulp or specifically associated with red pulp macrophages.

*Csf1r*^−/−^ rats had no microglia detected by staining for IBA1 in the brain and retina or in flow cytometry profiles of brain digests (Figs. 8D–G, 9A). This observation was strongly supported by the network analysis of gene expression in the four brain regions shown in Fig. 10B. Cluster 10 (Supplemental Table I) provides a list of 107 rat microglia-enriched genes that have been previously published as expressed in microglia from mouse (21, 39, 40, 80, 81) and human (81, 82). Cluster 10 also includes 18 of the top 35 genes downmodulated in the brains of mice treated with a CSF1R kinase inhibitor to deplete microglia (83). As expected, *Csf1r* was almost undetectable in the homozygotes and was the only transcript that was also reproducibly reduced, by 40–50%, in the heterozygous mutants, in all brain regions. 

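*Csf1r* fell in the KO brains by 5.20 on the log2 scale (SE 0.140, n = 2 values per genotype). Its ratio to WT was 0.026 in the hippocampus, 0.030 in the striatum, 0.047 on the arrays labelled olfactory bulbs and 0.016 on those labelled pituitary gland. All 8 KO values lay below an intensity of 20, so these ratios are limited by the background and do not rank the regions. In the HET brains its log2 difference was -0.48 (SE 0.140, adjusted p = 1.00 from limma). By region the HET intensity was 37.7% below WT in the hippocampus, 40.6% below it in the striatum, 28.7% below it on the arrays labelled pituitary gland, and within 1% of it on the arrays labelled olfactory bulbs, where the percent lower was -0.239. In the hippocampus, in the striatum and on the arrays labelled pituitary gland, both HET arrays lay below both WT arrays. On the arrays labelled olfactory bulbs they overlapped.

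**Figure D3:**
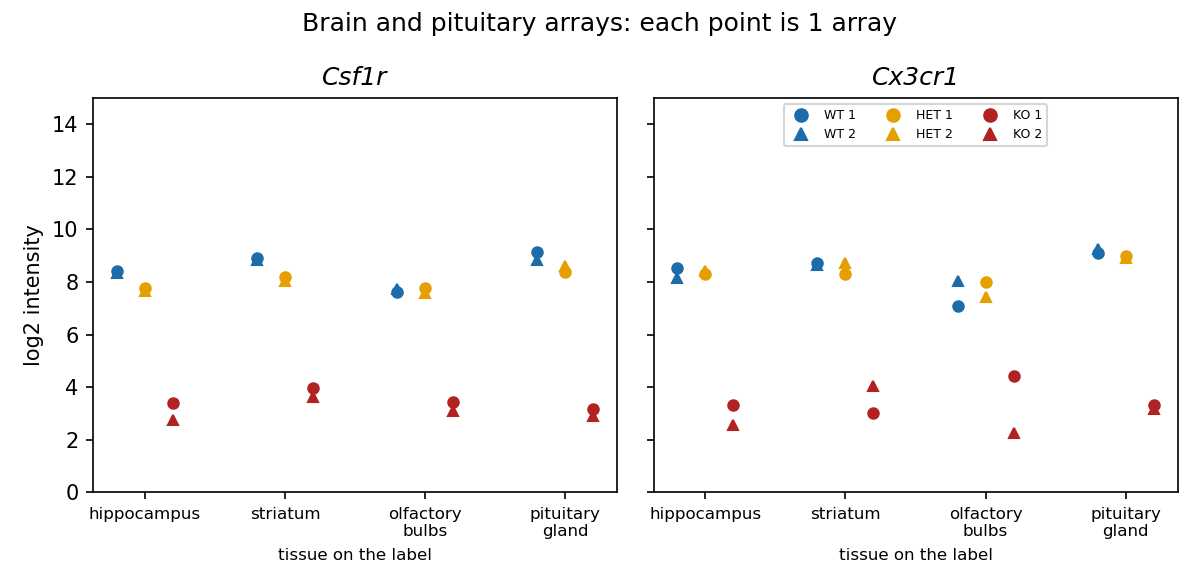
Log2 intensity of *Csf1r* and *Cx3cr1* in the 3 genotypes by the tissue on the label, with each point 1 array. In each tissue the KO arrays lie below all WT and HET arrays for both genes.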

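*Cx3cr1*, the fractalkine receptor of microglia, fell in KO brains by 5.18 on the log2 scale (SE 0.166, n = 2 values per genotype, adjusted p under 0.05 from limma). The ratio of mean KO to WT intensity over the 4 regions was 0.0282, and that of *Csf1r* was 0.0265. *Cx3cr1* lay below an intensity of 20 on 7 of the 8 KO arrays, so background limits this ratio.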

Expression of *Cx3cr1*, as well as cathepsin S (*Ctss*), the enzyme required for CX3CL1 cleavage (84), was also almost completely ablated, to the same extent as *Csf1r*. Microglia-associated transcripts are of particular interest given the emerging consensus that these cells are central players in the pathologic condition of Alzheimer disease. Genes including *Csf1r* and others within cluster 10, including *Trem2*, *C1q*, *Tyrobp*, *Abi3*, and *Spi1*, are associated with disease susceptibility (85–87).

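Each of these genes fell in KO brains. *Trem2*, a lipid-sensing receptor, fell by 2.95 on the log2 scale (SE 0.117, 87.5% lower), *Tyrobp*, its signalling adaptor, by 3.15 (SE 0.183, 87.7% lower) and *C1qa* by 4.28 (SE 0.222). *Abi3*, a regulator of actin assembly, fell by 1.52 (SE 0.122, adjusted p = 0.00116 from limma). All of them were in the rebuilt cluster of *Csf1r*. The paper names them for disease susceptibility and not for a shared function, and no test of that group was run.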

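Of the 15 genes in this list, 10 were measured, and 4 of them fell over all genes (6 lower when adjusted over the list alone). Their mean intensity over the 4 regions was on average 26.7% below WT (SD 20.6 across the 10 genes, range -3.04 to 50.1%). The study chose the list on these samples, so it is not independent evidence. The camera test was run with *Fcgr1a* as an 11th gene and gave an adjusted p = 0.124 with an estimated correlation. *Stab1*, a scavenger receptor of border macrophages, fell by 0.97 on the log2 scale (adjusted p = 0.0217 from limma), *Gpr84*, a receptor for medium-chain fatty acids, by 0.86 (0.0149), and *Fcgr2a*, an IgG receptor, by 0.72 (0.0114). *Tlr2*, a sensor of bacterial lipoproteins, fell by 0.74 (0.0363). *Mertk*, a receptor for apoptotic cells, had -0.48 (adjusted p = 0.0631 from limma), and the scavenger receptor *Msr1* -0.76 (0.0527). *Marco* had -0.15, *Icam1* 0.06 and *Tlr4* -0.24, and none of these passed. Without WT replicate 1, WT replicate 2, KO replicate 1 or KO replicate 2, 0, 1, 2 and 0 of the 10 fell. *Stab1* ended without WT replicate 1 (adjusted p = 0.0756 from limma), KO replicate 1 (0.0864) or KO replicate 2 (0.134). *Gpr84* ended without WT replicate 1 (0.135), WT replicate 2 (0.0551) or KO replicate 2 (0.0794), and *Fcgr2a* without the same 3 (0.126, 0.0700 and 0.0679). *Tlr2* ended without any 1 of the 4 (0.0911 to 0.264).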

Many known macrophage-associated transcripts were less affected by *Csf1r* mutation, including *Cd14*, *Csf2ra*, *Mertk*, *Fcgr2a* (CD32), *Stab1*, *Msr1*, *Marco*, *Gpr84*, *Icam1*, *Clec7a*, and several TLR (*Tlr2,4,8,9,11*) (average 25% less expression; Supplemental Table I). 

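*Spi1*, which encodes PU.1, fell in KO brains by 2.05 on the log2 scale (SE 0.174, n = 2 values per genotype, adjusted p = 0.00139 from limma), to an intensity 76.2% below WT. *Irf8*, a partner of PU.1, was 36.1% lower (log2 difference -0.72, adjusted p = 0.125 from limma) and *Cebpa* 31.6% lower (-0.55, 0.228). *Cebpb* had -0.05 and *Stat5a* 0.12, and neither passed. Of the 7 transcription factors the paper lists, 5 were tested, 1 fell over all genes, and 3 were lower when adjusted over the list alone, a list chosen by the study on these samples and not independent evidence. *Tfec* did not reach an intensity of 20 on the arrays of the fit and was not tested. Its KO to WT ratio of 0.616 is limited by background. Without KO replicate 1, 2 of the 5 fell.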

Among macrophage-expressed transcription factors, *Spi1* (PU.1) was reduced by around 75%, but *Irf8*, *Cebpa*, *Cebpb*, *Runx1*, *Tfec*, and *Stat5A*, all of which were readily detectable and are expressed by microglia in the mouse (39, 41), were reduced by <37%. One interpretation is that these transcripts are more highly expressed in the nonmicroglial macrophage population, which is also less *Csf1r* dependent. The CD45^hi^ brain macrophage population in rats were isolated and characterized by Ford et al. (88). They were larger than microglia, with a lower nucleus/cytoplasm ratio. A subset expressed MHC-II; notably, aside from RT1-DMb, the expression of MHC-II genes (RT1-DMa, RT1-Da, RT1-Db1, RT-1DB2, RT1-DOb) was not affected by the *Csf1r* mutation. 

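*RT1-DMb*, a chain of the chaperone that loads peptides onto MHC class II, fell in KO brains by 1.43 on the log2 scale (SE 0.115, n = 2 values per genotype, adjusted p = 0.00116 from limma). *RT1-Da* had -0.85 (adjusted p = 0.0773 from limma), *RT1-DMa* -0.54 (0.201) and *RT1-Db1* -0.29 (0.441). Of the 6 class II genes, 4 were measured, 1 fell over all genes and 4 were lower when adjusted over the list alone (median -0.70, adjusted p = 0.209 from camera with an estimated correlation). The study chose the list on these samples, so it is not independent evidence. On the arrays labelled olfactory bulbs the median was -1.36, with 1 lower over all genes and 4 lower when adjusted over the list alone.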

There was no detectable reduction in lysosome/endosome-associated genes (e.g., *Gpnmb*, *Ctsb*, *Lipa*, *Tcirg1*) that in mice are very strongly enriched in macrophages and microglia compared with total brain (see www.biogps.org). 

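Of the 4 lysosome and endosome genes named here, 3 were measured, and none passed over all genes or when adjusted over the list alone. *Gpnmb*, a glycoprotein of lysosome-related organelles, had a log2 difference between KO and WT brains of -0.01, the protease gene *Ctsb* -0.03 and the acid lipase gene *Lipa* -0.07, with adjusted p = 0.994, 0.956 and 0.915 from limma. A list of 11 measured vacuolar ATPase genes had a median of -0.00, and none of them passed.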

An alternative interpretation is that the loss of microglial endocytic activity is compensated by increased activity in other nonmacrophage cells.

Few impacts on overall brain architecture are shared with the *Csf1r* knockout mouse (27). There was little overt phenotype and specifically no impact on the olfactory bulb, where the mouse mutation had the greatest effect (Fig. 8B). A recent study described a specific microglial population associated with myelination in the brain in the postnatal period (89). These cells were proposed to be the major source of IGF1 required for myelination. 

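Genes of oligodendrocytes did not pass the test. Of the 10 oligodendrocyte genes in Fig. 9B, 7 were measured, and none passed over all genes or when adjusted over the list alone. Their median log2 difference between KO and WT brains was -0.26. camera gave an adjusted p = 0.00179 with its preset correlation and an adjusted p = 0.455 with an estimated correlation, and the study chose the list on these samples, so it is not independent evidence. *Mag*, a myelin membrane protein, had -0.31 (SE 0.117, n = 2 values per genotype, adjusted p = 0.456 from limma), and *Olig2*, the transcription factor of the lineage, -0.37 (SE 0.171, 0.571). *Bcas1*, *Mog* and *Cnp* had -0.23, -0.20 and -0.14. Of 18 genes on a textbook list of myelin and oligodendrocytes, 14 were measured, and none passed over all genes or when adjusted over the list alone, with a median of -0.10. By region the Fig. 9B genes had a median of -0.22 in the hippocampus and -0.38 in the striatum, -0.09 on the arrays labelled olfactory bulbs and -0.19 on those labelled pituitary gland. The median of the 14 textbook genes was -0.37 in the striatum and -0.10 in the hippocampus, 0.04 on the arrays labelled olfactory bulbs and -0.00 on those labelled pituitary gland. In the striatum the cortical neuron genes were high on WT 2 and KO 1, so the share of neighbouring tissue was not equal between the arrays. On the arrays labelled olfactory bulbs the mean log2 intensity of the Fig. 9B genes was only 4.15 to 4.55. It was 7.52 to 8.86 on the other brain arrays. The mean of the textbook genes was 4.10 to 4.26 on the arrays labelled olfactory bulbs, below an intensity of 20. Background therefore limits the medians on these arrays, which also enter the values and tests over all regions. *Mal*, a myelin proteolipid, had 0.23 over all regions.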

The loss of these cells could explain the minor deficiency of myelination and myelination-associated transcripts (Figs. 8C, 9B) observed in the mutant rats. However, in the gene expression profiles of rat brain regions, there was no deficiency in *Igf1* mRNA associated with the *Csf1r* mutation. Similarly, microglia have been considered an important source of brain-derived neutrotrophic factor (BDNF), although conditional microglial depletion did not reduce the total level of *Bdnf* mRNA in the mouse cortex or hippocampus (90). 

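*Bdnf*, which encodes a neurotrophin, had a log2 difference between KO and WT brains of -0.67 (SE 0.126, n = 2 values per genotype, adjusted p = 0.0722 from limma) and a mean intensity 39.6% below WT. Of the 3 measured trophic factor and ligand genes, none passed over all genes and 1 was lower when adjusted over the list alone, with the study's choice of the list on these samples not independent evidence. *Il34*, the second ligand of CSF1R, had -0.04 and *Csf1* 0.16.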

*Bdnf* mRNA was not reduced in the *Csf1r* mutant rat brain. Presumably, the other cellular sources of these trophic factors can compensate for the absence of microglia. It remains to be seen whether the loss of microglia produces the alterations in synaptic proteins and synaptic plasticity observed in mouse microglia depletion studies (90, 91). Microglia in mice have been associated with the outgrowth of dopaminergic neurons, and their depletion produced an imbalance in dopaminergic innervation of the striatum (92). 

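Genes linked to dopamine receptors were higher on average in the KO striatum, and none passed the test. *Drd1*, *Drd2* and *Drd3*, the dopamine receptor genes, had mean intensities 17.0%, 20.9% and 36.2% above WT. Their log2 differences were 0.23 (SE 0.268), 0.28 (SE 0.210) and 0.62 (SE 0.350), with adjusted p = 0.983, 0.920 and 0.826 from limma (n = 2 arrays per genotype). *Dgkb*, a diacylglycerol kinase of striatal neurons, was 20.1% higher, *Pcp4l1* 25.5% and *Tac1*, the precursor of substance P, 18.5%. Of the 8 genes in the list, 6 were measured, and none passed over all genes or when adjusted over the list alone. Their median was 0.27, and camera gave an adjusted p = 0.0379 with its preset correlation and an adjusted p = 0.225 with an estimated correlation. Relative to the WT mean, the list median was 0.20 on KO 1 and 0.39 on KO 2. It was 0.19 on HET 1 and 0.16 on HET 2, so the HET striatum was higher than WT as well. The study chose the list on these samples, so it is not independent evidence. Of 13 measured striatal projection neuron genes on a separate list, none of them named in the paper, the median was 0.18, and over 11 cortical projection neuron genes it was -0.32. The cortical genes were high in striatum WT 2 and KO 1, and their median was 0.48 without WT 2 and 0.11 without KO 2. That of the striatal neuron genes was 0.05 without WT 2 and 0.42 without WT 1. The difference of the dopamine list between the striatum and the other regions was 0.34 (adjusted p = 0.414 with an estimated correlation).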

In the striatum of *Csf1r*-deficient rats (Supplemental Table I), we observed a 30–40% increase in mRNA encoding dopamine receptors (*Drd1*, *2*, and *3*), the dopamine transporter *Slc41a3*, and other genes correlated with dopamine receptor expression across brain regions, *Gnal*, *Dgkb*, *Pcp4l1*, *Kcna*, and *Tac1* (93). More subtle brain phenotypes may emerge from further investigation. The advantage of the rat model is that these phenotypes can be studied in adult animals in the absence of gross changes in brain architecture. 

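Of 16 inflammatory cytokine and chemokine genes, 11 were measured in the brain, none was higher, and 1 fell over all genes (3 lower when adjusted over the list alone). The one that fell was *Il1a*, by 0.85 on the log2 scale (SE 0.118, n = 2 values per genotype, adjusted p = 0.0181 from limma). The median was -0.16 (adjusted p = 0.333 from camera with an estimated correlation). *Tnf* had -0.07, the monocyte chemokine *Ccl2* 0.05, *Ccl4* 0.01, the interferon-induced chemokine *Cxcl10* 0.28 and *Il18* -0.66 (adjusted p = 0.0564 from limma), and none of these passed. A list of 4 measured neutrophil genes had a median of -0.05. *Il1a* did not pass without WT replicate 1 (adjusted p = 0.160 from limma), KO replicate 1 (0.0840) or KO replicate 2 (0.0658).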

The flow cytometry analysis and gene expression profiling indicate that there is no compensatory monocyte recruitment or inflammatory cytokine production in the *Csf1r*^−/−^ brain, consistent with the absence of circulating monocytes. Monocyte recruitment is the hallmark of brain pathologic conditions (38, 94) and has been observed in other models of microglial deficiency (40). We suggest that the impact of the loss of the neuroprotective functions of microglia in the *Csf1r*^−/−^ rat may be mitigated by the absence of monocytes.

The human disease ALSP [formerly known as hereditary diffuse leukoencephalopathy with spheroids (95)] is associated with mutations affecting conserved amino acids in the kinase domain of CSF1R (96), which are likely to have a dominant-negative impact on signaling by forming inactive heterodimers with the wild type receptor (8). Fifty-eight different mutations have been described in ALSP patients (7), and within the human exome database (exac.broadinstitute.org), there are a further 38 variants, each identified only as a singleton, that affect amino acids conserved from humans to chickens. One report claimed that the disease could be associated with haploinsufficiency arising from a frame-shift mutation (7), but their data indicate >50% loss of CSF1R protein in the brains of these patients. Chitu and colleagues (97) have characterized *Csf1r*^+/−^ inbred mice as a model for ALSP. Like these authors, we found that there is no dosage compensation for loss of one *Csf1r* allele, which is surprising because CSF1 signaling regulates *Csf1r* mRNA levels (98). However, despite the lack of dosage compensation, we have found no significant impact of the *Csf1r* heterozygous mutation on gene expression in the adult brain (Supplemental Table I). 

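No gene passed between HET and WT brains at an adjusted p under 0.05 from limma, with 213 lower and 138 higher at an unadjusted p under 0.05 among 10663 genes. The methods' t-test called 418 genes at a p under 0.05 and 0 after Benjamini-Hochberg adjustment. By region the counts were 0 in all 4, with 496 genes at an unadjusted p under 0.05 in the hippocampus, 340 in the striatum, 421 on the arrays labelled olfactory bulbs and 437 on those labelled pituitary gland. The adhesion molecule gene *Icam1* had a log2 difference of -0.44. The choroid plexus genes had a median of -0.74 (adjusted p = 0.000545 with the preset and 0.941 with an estimated correlation). These genes were high in hippocampus WT 2 and in neither HET hippocampus.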

We have maintained heterozygous mutant rats for more than 12 months and observed no overt phenotype. Accordingly, the impact of dominant-acting mutations in patients is likely to depend in part upon the level of expression of the other allele and on the activity of the compensatory mechanisms that permit relatively normal brain function when microglial differentiation is compromised.

In overview, analysis of *Csf1r*^−/−^ rats highlights selective impacts of the mutation on macrophage populations and clear differences in the cell populations affected and the pleiotropic consequences compared with mutant mice. The effect of *Csf1* mutation in mice on macrophages and osteoclast populations is gradually corrected with age. The macrophage phenotype can be corrected with exogenous GM-CSF (CSF2), but endogenous CSF2 is not required (99). Conversely, mutation of *Flt1* prevents the age-dependent development of osteoclasts (100). 

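*Csf1*, the ligand of the targeted receptor, had a mean intensity of 371 in BMDM and 612 in WT spleens. Its log2 intensity was 8.48 and 8.59 on the 2 BMDM arrays and 9.36 and 9.15 on the 2 WT spleen arrays. In KO spleens it was 9.08 on KO 1, just below the WT arrays, and 6.38 on KO 2 (log2 difference -1.52, SE 0.84, adjusted p = 0.764 from limma). On the array HET 2 it was 5.90. KO 2 and HET 2 are the spleen arrays with high thymus transcripts, so their low values cannot be told apart from sample content.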

As noted above, one major difference between rats and mice is that rat macrophages themselves express high levels of *Csf1* mRNA. This explains the loss of *Csf1* mRNA in the spleen of *Csf1r* mutant rats. In the brain of rats, *Csf1* and *Il34* were both highly expressed and not notably region specific. The *Csf1r* mutation did not reduce the level of expression, suggesting that microglia are not the major source. We suggest that differences between the rodent species derive from differences in expression or function of alternative growth factors that can compensate for the lack of *Csf1r.* Although female *Csf1r* mutant rats appear infertile, hormone-dependent expression of CSF2 and other factors by the uterus (101) might also mitigate the impact of the *Csf1r* mutation on macrophage numbers and function in females relative to males.

The increased longevity and plethora of phenotypes found in *Csf1r*^−/−^ rats provide a unique model for studying the role of CSF1R during development and adulthood, the functions of microglia, and other tissue macrophage populations and the molecular basis for adult onset disease associated with human *CSF1R* mutations. Many of the macrophage phenotypes are shared between mice and rats, so the differences mainly lie in the relative redundancy of macrophages in developmental processes in the two species.

## Supplementary Material

Data Supplement

# Supplementary material for: Pleiotropic Impacts of Macrophage and Microglial Deficiency on Development in Rats with Targeted Mutation of the Csf1r Locus
**Source:** J Immunol. 2018 Sep 24;201(9):2683–99. doi: 10.4049/jimmunol.1701783
**Supplement:** Data Supplement

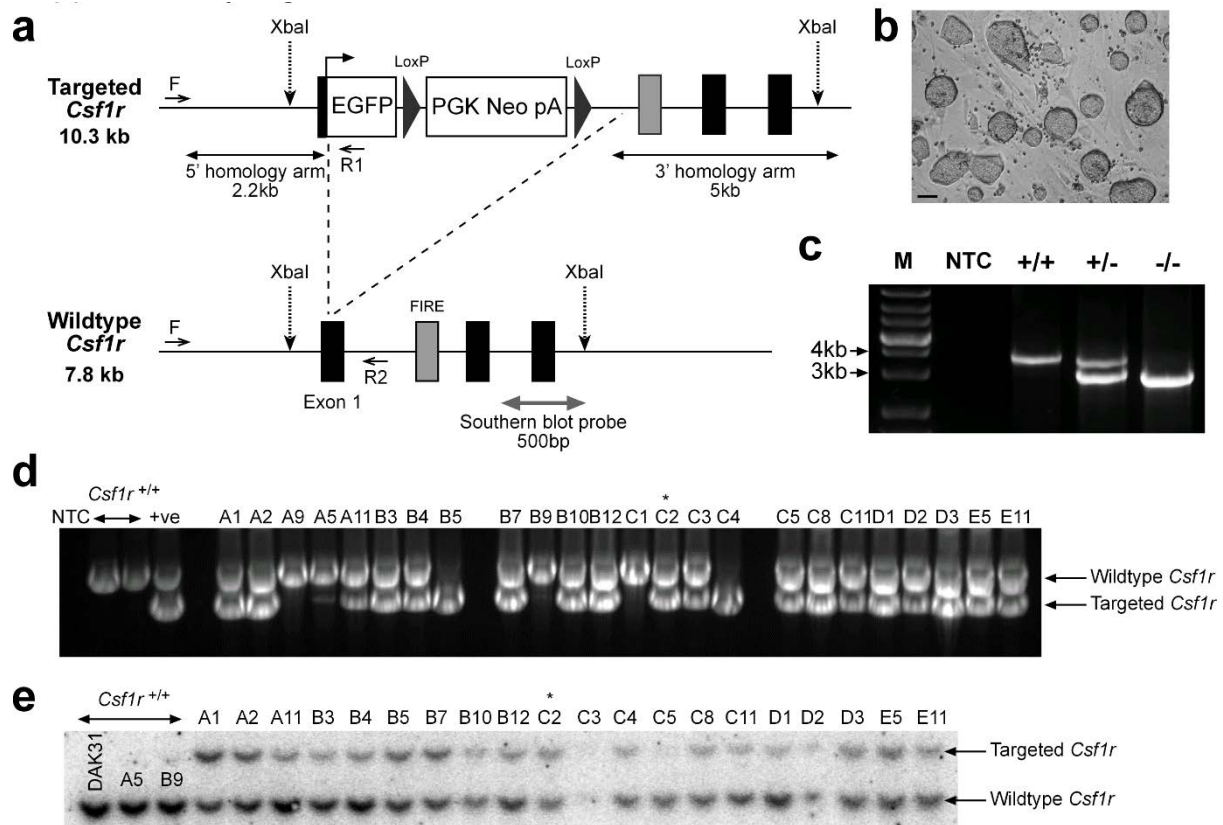

Supplementary Figure 1. Rat *Csf1r* targeting strategy and screening

(a) Schematic of the wildtype and targeted rat *Csf1r* alleles showing the location of PCR genotyping primers (F, R1 and R2), XbaI restriction enzymes sites used in Southern blot analysis and the location of the 3' Southern blot probe. (b) Rat ESC clone DAK31-C2 used to generate the colony. Bar = 50 μm. (c) Genotyping PCR. M = marker, NTC = no template control. (d) Genomic DNA (gDNA) from Geneticin resistant ESC clones was isolated to screen the 5' end of the targeted allele via PCR. (e) gDNA from ESC clones were digested with XbaI and used in Southern blot analysis to screen the 3' end of the targeted allele.

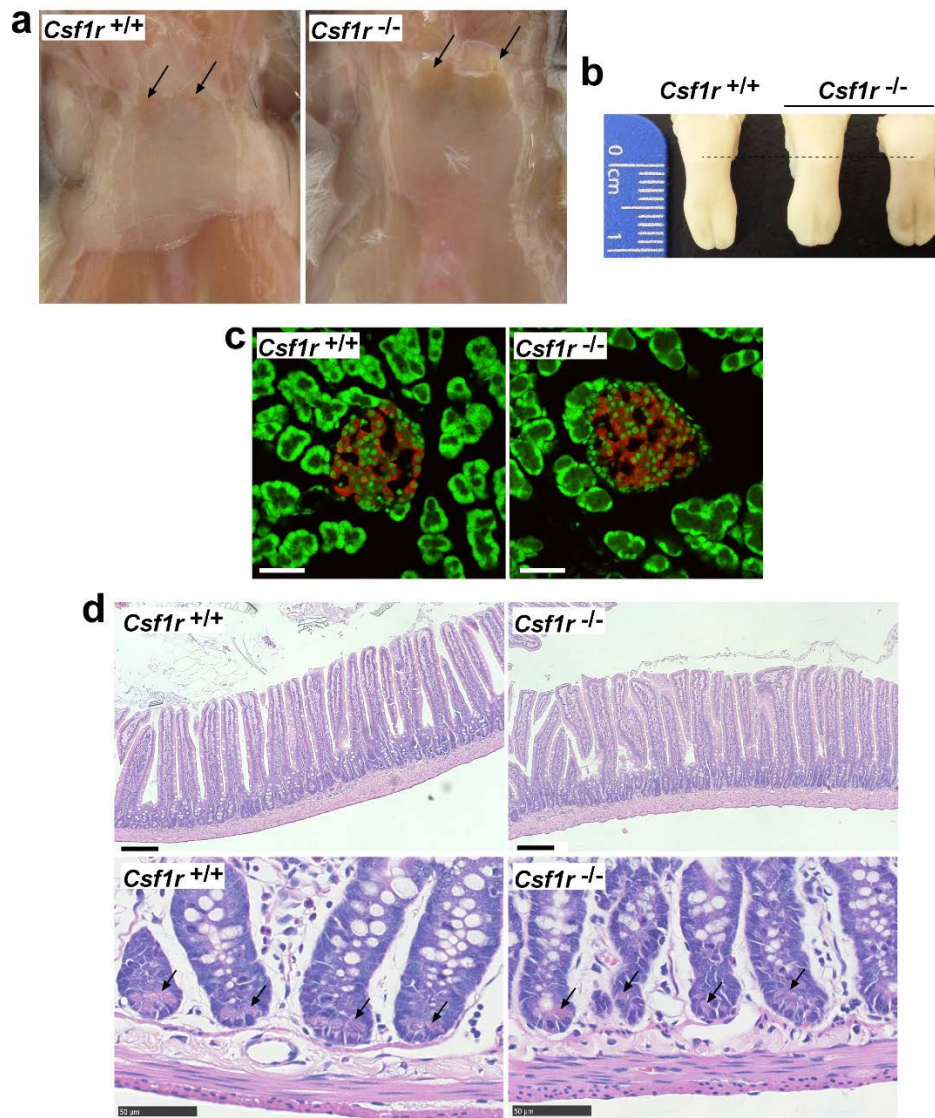

Supplementary Figure 2 – Further phenotypes of *Csf1r* deficient rats

(a) Skin was removed from the dorsum of 4.5 week old rats following euthanasia. Arrows point to interscapular brown adipose tissue. Image is representative of males and females. (b) Formalin-fixed oral tongues from 4.5 week old rats (dorsal surface). Dotted line highlights the intermolar eminence. Image is representative of males and females. (c) PFA-fixed cryosections of pancreata were immunostained with anti-insulin antibody (red) and counterstained with Cytochrome. $n=2$ per genotype, 5 islets of Langerhans per rat. Bar = 50 μ m. (d) Formalin-fixed paraffin-embedded sections of small intestine were stained with haematoxylin and eosin. Images are representative of 10 adult rats per genotype. Arrows point to Paneth cells. Bar = 100 μ m (upper panel) and 50 μ m (lower).

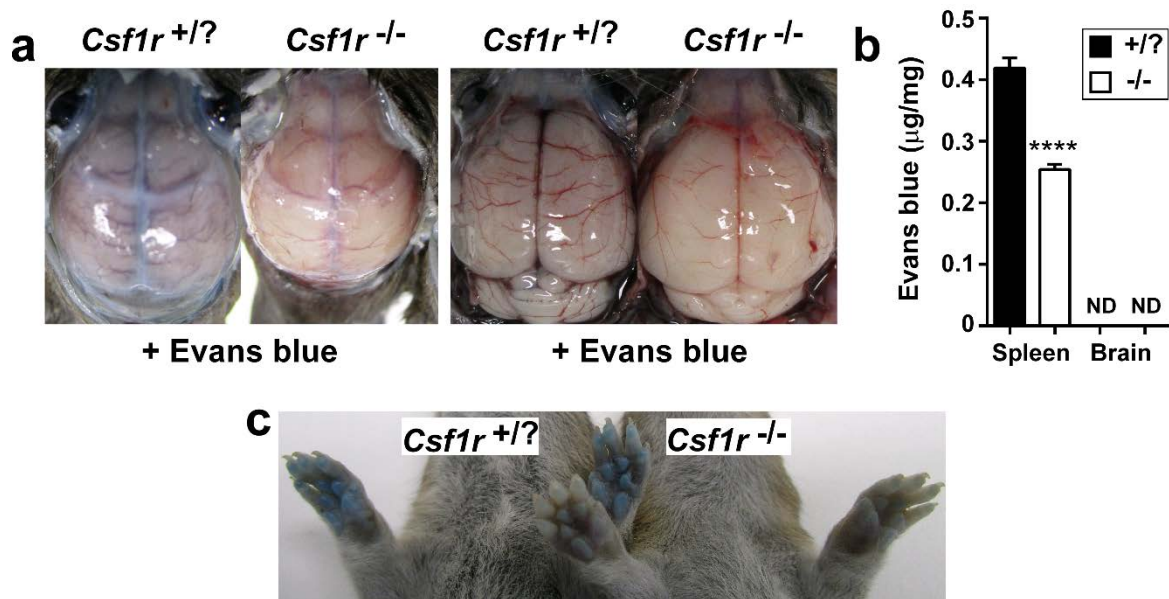

Supplementary Figure 3 – Blood brain barrier permeability experiments

Rats at postnatal day 17 were injected with Evans Blue stain and euthanized 3 hours later. (a) Skulls remained intact (left) or were removed (right). (b) Formamide was used to extract Evans blue dye from dried organs and concentrations determined by spectrophotometry using a standard curve. Graph shows mean + SEM. ND = not detected. Significance compared to littermates (+/?) is indicated by **** $P < 0.0001$ using a t-test. (c) Photograph of rats post-euthanasia. Images are representative of 6 littermates (*Csf1r*^{+/?}), 4 *Csf1r*^{-/-} rats and 2 repeat experiments.

How the deposited data were processed for this re-analysis (not part of the article)

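Expression was measured on 32 Affymetrix Rat Gene 2.1 ST arrays, 2 per condition, in spleen, hippocampus, striatum, olfactory bulbs and pituitary gland of WT, HET and KO rats and in WT BMDM. The authors processed the arrays with RMA in R/Bioconductor (no version stated), and the deposited values are intensities on the linear scale for 36685 probe sets. Here they were put on the log2 scale for all tests, while ratios of mean intensities used the deposited intensity itself.

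Whether the arrays had been normalized together was checked by counting exact values shared by pairs of arrays. Pairs within the 8 spleen and BMDM arrays shared 61 to 161 values (median 102, 28 pairs), pairs within the 24 brain and pituitary arrays 8 to 132 (median 28, 276 pairs), and pairs across these sets 0 to 1 (192 pairs). Tests were therefore run within each set. The median intensity per array was 16.8 to 19.9 in the spleen set and 15.1 to 21.7 in the brain set, and 46.4 to 49.9% and 45.3 to 51.5% of probe sets lay at 20 or more.

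The array annotation gave 1 symbol for 14824 probe sets, several for 829 and none for 21032, with 14557 distinct symbols, and 14670 probe sets had an identifier in the RefSeq annotation of the rat assembly GCF_036323735.1 (GRCr8). A gene was represented by its probe set with the highest mean, and tests used genes with at least 1 array at an intensity of 20. Some genes that the paper names are not reported here.

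limma 3.58.1 in R 4.3.3 was used with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. The spleen fit held the WT, KO and BMDM arrays, the brain fit 6 values (the mean of the 4 regions per genotype and replicate number), and the region fit 12 groups on 24 arrays, with a moderated F test on 3 degrees of freedom for differences of the KO effect between regions. Gene lists were tested with camera, with its preset correlation of 0.01 and with an estimated one, adjusted over 28 lists in the spleen and 30 in the brain. Of the lists, 53 were fixed before the data were examined, as were the tests, thresholds and alternatives that are not described as added or chosen later, and 5 lists were added later.

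Networks linked probe sets by Pearson correlation, at 0.95 for the spleen and 0.85 for the brain, on intensities, and were split by Markov clustering with an inflation of 2.0, keeping 500 entries per column above 0.0001 and clusters of at least 10. They were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9.

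Per comparison, a rule picked the 10 largest rises and 10 largest falls past the threshold in which no KO array overlapped a WT array. Where fewer than 5 passed, the 5 smallest p were picked. Every gene the paper names for that tissue and members of the lists were added. The text does not name all of these genes, and most of the rises picked in single regions are left out. Values the paper prints had been seen when this rule was set.

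The fits were tested on simulated data with 200 changed genes. In the spleen design, 0 of 50 genes were called at a log2 change of 0.5, 0 of 48 at 1, 15 of 48 at 2 and 43 of 49 at 4, with 5 calls among 8977 unchanged genes. In the brain design, 19 of 49, 40 of 49, 50 of 50 and 50 of 50 were called, with 11 calls among 10213 unchanged genes. In simulated networks, 20 of 20 clusters were recovered.

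Alternatives were no intensity filter, a filter at 50, the mean of all probe sets of a gene, limma with a trend and robust variance, repeated quantile normalization, the replicate number as a block, the methods' t-test, littermates (WT and HET) as the reference, leaving out each array or replicate, other sets of arrays or regions, other ratios, other network settings, and windows of 5 and 20 Mb around the targeted gene. Added after the data had been seen were fits without the arrays labelled olfactory bulbs, without arrays carrying another tissue, and without 1 or 2 spleen arrays carrying thymus transcripts.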

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

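The tests on thymus and pancreas lists in the spleen and on pituitary and olfactory bulb genes were chosen only after the arrays had been seen, as were the fits without arrays carrying another tissue. The test of regional differences and the medians of the striatal lists were planned, and the alternatives of both were not.

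The KO effect differed between the 4 regions for 16 of 10663 genes at an adjusted p under 0.05 from limma's F test (878 at an unadjusted p under 0.05), of which 4 were lower in all 4 regions. *Nckap1l*, an actin regulator of blood cells, had log2 differences of -2.33 in the hippocampus, -2.46 in the striatum, -0.30 on the arrays labelled olfactory bulbs and -3.30 on those labelled pituitary gland (adjusted p = 0.00280). In the same order, the prostaglandin synthase gene *Ptgs1* had -1.83, -2.37, 0.54 and -1.73 (0.00429), *Tmem176a* -2.28, -2.29, -0.02 and -1.63 (0.0240), *Tmem176b* -1.27, -1.17, 0.39 and -0.91 (0.0195), and *Clec4a1* -1.66, -1.10, -3.20 and -2.63 (0.0202). The border macrophage genes *Lyve1* and *F13a1* had -0.96, -1.68, 0.45 and -2.61, and -0.48, -0.31, -0.67 and -2.70 (both 0.0195).

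The other 9 genes, none of them on a gene list used here, were *Fgf6* (-0.18, 0.21, 0.02 and -1.81, adjusted p = 0.000744 from limma), *Defb24* (0.31, 0.51, -1.97 and -0.11, 0.0149), *Galnt5* (-0.13, 0.46, -2.13 and 0.28, 0.0189), *Car4* (-0.06, -1.48, 0.90 and -0.87, 0.0189), *Grin2c* (-0.22, -0.12, 1.14 and 0.12, 0.0195), *Taar7e* (-0.97, 1.35, -0.84 and 0.44, 0.0195), *Stmn4* (-0.43, -0.15, -2.89 and 0.27, 0.0195), *Bhlhe23* (-0.40, 0.62, 2.48 and -0.61, 0.0410) and *Klk1c9* (-0.41, 0.10, -3.98 and -0.47, 0.0415). Without WT replicate 1, 0 genes passed this test, without WT replicate 2, 9, without KO replicate 1, 81, and without the arrays carrying another tissue, 4.

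Signals outside the genes the paper discusses stood out on 3 spleen arrays. A list of thymic epithelium and immature thymocyte genes stood 2.01 above WT on HET 2 and 2.18 on KO 2 (log2 median of 7 measured genes), against -0.01 on HET 1 and -0.33 on KO 1, with *Foxn1* at 7.43 on HET 2. A list of 6 measured exocrine pancreas genes stood 4.40 above WT on HET 1, where the trypsinogen gene *Prss1* had 6.82 and *Cel* 8.78.

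*Csf1r* was low on HET 2. A KO spleen under a heterozygous label is argued against, because *Csf1r* on HET 2 lay 2.24 above the higher KO array. Thymus tissue in the sample may account for the pattern, and how much of it was not tested. The 7 thymus genes had a median of 2.01 above WT, a list examined after the first thymus genes had been seen. Low values on HET 2 were not confined to macrophage genes. There 8 erythroid genes had a median of -2.98 relative to WT, and 3 spleen stroma genes, listed after the data had been seen, -4.77. A lower number of Csf1r-dependent macrophages stays open, since *Clec4m*, at -2.39 on HET 2, was the single gene called in KO spleens and decides nothing alone. No biological explanation can be separated from the sample's composition with 1 array.

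The arrays labelled olfactory bulbs hold pituitary hormone transcripts. Pituitary tissue mixed into olfactory bulb samples is argued against, because 6 olfactory bulb genes not looked at before had a median of -4.80 relative to the arrays labelled pituitary gland, with *Dlx1* at -6.14 and *Reln* at -5.36 and *Cdhr1* at -1.69. Labels exchanged between the 12 arrays could account for both directions but stay open by the bound set for this test, since 7 pituitary genes not looked at before had a median difference of 1.96, short of the bound of 2. All 7 were higher, from 0.53 for *Pcsk2* to 7.04 for *Gnrhr*. The median is the difference of *Sstr2*, with a mean log2 intensity of 5.80 under the olfactory bulb label and 3.84 under the pituitary label. The lower mean lies below an intensity of 20, so background limits this difference. Falling short of the bound therefore does not count against an exchange. *Csf1r* and *Cx3cr1* were lower on the KO arrays than on every WT and HET array within each label, and no biological explanation was tested.

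In the KO striatum the genes of the dopamine receptor list were higher on average without passing the test. A larger share of striatal projection neurons in the KO samples may contribute, since a separate list of these neurons had a median of 0.18, more than 0.5 of that of the dopamine list, but 0.05 without WT 2. Less cortex in the KO samples stays open, because the median of -0.32 for cortical projection neuron genes met the bound set for it but turned to 0.48 without WT 2 and 0.11 without KO 2, while that of the dopamine list was 0.24 and 0.20. A change of these genes within the neurons stays open and was not tested apart from composition.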

How the results depend on the processing

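The fits without arrays carrying another tissue, without spleen arrays carrying thymus transcripts, and all alternatives of the regional test were chosen after the data had been seen. Of 196 alternative values of the main counts, 122 stayed within 1.5 times and 74 moved. Of 11393 alternative values of single genes and lists, 10636 kept their side of the threshold or stayed within their spread, 288 gained and 397 lost a call, 72 counts moved and 0 reversed. A value counted as reversed only if its sign changed and it was called in the main fit or the alternative. Sign changes between values that were not called were not counted, such as that of *Pdgfrb* in the spleen without KO 2. Below, the cause was not tested unless the alternative itself uses fewer arrays. With 2 arrays per group, the 45.3 to 51.5% of probe sets that reach an intensity of 20 limit what can be called, and leaving out an array assumes that the remaining one varies like the other groups.

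The 1 gene lower in KO spleens, *Clec4m*, became 2 without a filter, 2 with a filter at 50 and 4 with a trend and robust variance, and 0 with littermates as the reference, with the WT and KO arrays alone, with all 6 spleen arrays and with the t-test after adjustment. The t-test at a p under 0.05 gave 230 lower and 160 higher. Littermates without HET 2 gave 10 lower, and without HET 2 and KO 2, 19 lower and 1 higher. Leaving out 1 array gave 0 to 1241 lower and 0 to 882 higher genes, the highest without KO 1. The 407 probe sets at a ratio of 0.5 or less became 731 over all probe sets, 638 with geometric means, and 246 to 1316 without 1 array.

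The 9 genes higher in KO brains became 42 in the fit of 24 arrays with no block, 43 with a random block, 27 with a trend and robust variance, 43 with littermates, 19 without arrays carrying another tissue, 289 by the t-test at a p under 0.05, 0 after its adjustment, and 1 to 22 without 1 replicate. The 115 lower genes became 62 in striatum and hippocampus alone, 450 by the t-test, 1 after its adjustment, and 72 to 100 without 1 replicate. The 19 higher genes without arrays carrying another tissue are more than the 9 of the main fit. They are fewer than the 42 of the fit of 24 arrays with no block, so the direction depends on the reference fit. The t-test gave 418 genes between HET and WT brains. The 107 probe sets at a ratio of 0.5 or less became 174 over all probe sets.

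By region, arrays of the region alone gave 34 genes in the hippocampus, 41 in the striatum and 17 for the olfactory bulb label, the t-test 474, 773 and 857 and for the pituitary label 897, and 0 in each after adjustment. Without arrays carrying another tissue the first 3 were 31, 20 and 108. The arrays of the olfactory bulb label were not checked for another tissue. Littermates gave 464 for that label. Without 1 array the counts were 27 to 147, 30 to 64, 54 to 386 and 62 to 217. The regional test gave 16 genes, 0 to 81 without 1 replicate and 4 without arrays carrying another tissue. With a correlation of 0.98 and an inflation of 1.5 the brain network had 24 clusters, and the cluster of *Csf1r* had 0 members.

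With the replicate number as a replicate block, the spleen call ended (0 lower), the 9 higher genes in the brain became 2, the 115 lower 95, and the regional test 6, while the 4 region counts were 57, 66, 171 and 93. Whether equal numbers deviate together was checked. Over 15 pairs of genotypes within a tissue the correlation of deviations ran from -0.273 to 0.834 (median 0.0256, 3 above 0.1, the highest between HET and KO spleens), and over 18 pairs of regions within a genotype from -0.107 to 0.147 (median 0.00923, 1 above 0.1), so the numbers were not taken as pairs in the tests. The brain fit still averaged the regions by number, as fixed beforehand, and the fit of 24 arrays with no block, which does not use the numbers, gave 157 lower genes.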

Differences from the paper's values

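In heterozygotes the paper states a loss of *Csf1r* of 40 to 50% in all regions. On the arrays labelled olfactory bulbs the value here was -0.239% lower, and 3.21% and -3.94% without WT replicate 1 or 2, alternatives set before the data were examined that also differ. A value was taken to differ when it lay outside the paper's range by more than the replicate SD and by over 1.5 times the nearer end. By this rule the hippocampus (37.7%), striatum (40.6%) and the pituitary label (28.7%) did not differ, although 37.7% and 28.7% lie below the paper's range, and the pituitary label differed without WT replicate 1 (21.3%).

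For dopamine receptors and linked genes in the KO striatum the paper states an increase of 30 to 40%. *Drd1* was 17.0% higher than in WT here. Against WT, *Drd3* lay within that range and the other measured genes of the list lay below it. The paper describes its brain ratios as relative to littermates, and on that reference *Drd1* was 7.56% higher. Of the alternatives set before the data were examined, 22.8% without WT replicate 1 and 23.5% without KO replicate 1 did not differ, while the value with littermates, 17.0% with geometric means, 11.8% without WT replicate 2 and 10.5% without KO replicate 2 did.

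The paper's networks had 1746925 edges for the spleen and 3617804 for the brain, against 1007281 and 2338676 here. The paper's networks also had more nodes, 12305 and 11833 against 8917 and 8858. As a share of all pairs of nodes, the paper's edges come to 2.31% and 5.17%, and those here to 2.53% and 5.96%. Of the alternatives set before the data were examined, none came within the range, with 281167 and 10799 at a correlation of 0.98 and 938632 and 2148732 on log2 values.

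The paper's brain clusters held 1253 transcripts for hippocampus and striatum, 757 for pituitary gland, striatum and hippocampus, 471 for pituitary gland and olfactory bulbs, 513 for the hippocampus and 384 for the striatum. Here the clusters with these patterns held 804, 377, 166, 338 and 247. No alternative was run for these sizes.

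The paper describes cluster 1 as olfactory bulb genes and cluster 3 as pituitary genes. The label of the arrays was the same here, but the cluster of the olfactory bulb label held *Gh1*, *Prl* and *Pomc*, and that of the pituitary label held *Omp*, *Th* and *Doc2g*.

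The paper states higher T cell and lower B cell transcripts in the KO spleen. The median of the measured T cell genes was -0.80 on KO 1 and 2.55 on KO 2, and that of the B cell genes 0.10 and -4.40, and no member of either list passed with both arrays. A fit without KO 1 or KO 2 keeps 1 KO array and holds no spread between KO spleens. KO 2 also carried thymus transcripts, with the 2 thymus lists 5.09 and 2.18 above WT and 3 genes of spleen stroma at -4.81.

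The paper states that *Bdnf* was not reduced in the brain, and its mean intensity here was 39.6% below WT (adjusted p = 0.0722 from limma). It describes *Fcgr1a* as readily detectable in KO brains. *Fcgr1a* fell by 1.97 on the log2 scale here, to 2.58 to 4.42 on the 8 KO arrays from 4.32 to 5.99 on the WT arrays, with 7 of the 8 KO values below an intensity of 20, so background limits the fall, while *Cd14*, which the paper names beside it, had -0.15. The paper states that class II MHC genes other than *RT1-DMb* were not affected, and here none of these passed over all genes, while all 4 measured class II genes were lower when adjusted over the list alone.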

Other observations

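The fits without HET 2 and KO 2 or without arrays carrying another tissue were chosen after the data had been seen.

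Genes induced by interferon were among the 9 higher in KO brains. *Rsad2*, an antiviral enzyme, rose by 0.81 on the log2 scale (adjusted p = 0.0457 from limma), *Oas1i*, a 2-5A synthetase, by 0.80 (0.0310) and *Tnfsf10*, which encodes TRAIL, by 1.04 (0.0181). In the striatum alone *Oas1i* rose by 1.85. Of 9 measured interferon genes, 1 was higher over all genes and 3 when adjusted over the list alone (median 0.32, adjusted p = 0.455 from camera with an estimated correlation), and 0 over all genes without any 1 replicate. The ceramidase gene *Acer2* rose by 0.92 (0.0026), the lectin gene *Clec2g* by 0.77 (0.0287), the thiamine transporter gene *Slc19a3* by 0.66 (0.0457), *Ifgga2l2* by 0.88 (0.0273), *Slc4a1* of red cells by 0.72 (0.0427) and *Cym* by 0.67 (0.0499). Apart from *Acer2*, each of these calls ended without at least 1 replicate. The adjusted p without WT replicate 1 was 0.279 for *Rsad2*, 0.209 for *Oas1i*, 0.0899 for *Tnfsf10*, 0.0650 for *Clec2g*, 0.312 for *Slc19a3*, 0.219 for *Ifgga2l2*, 0.254 for *Slc4a1* and 0.210 for *Cym*. Without WT replicate 2 it was 0.0704 for *Rsad2*, 0.183 for *Clec2g*, 0.0831 for *Slc19a3*, 0.108 for *Ifgga2l2*, 0.231 for *Slc4a1* and 0.282 for *Cym*. Without KO replicate 1 it was 0.138 for *Rsad2*, 0.119 for *Oas1i*, 0.0909 for *Tnfsf10*, 0.107 for *Clec2g*, 0.129 for *Slc19a3*, 0.0876 for *Ifgga2l2* and 0.0909 for *Slc4a1*, and without KO replicate 2, 0.0658 for *Rsad2*, 0.0818 for *Oas1i*, 0.0794 for *Tnfsf10*, 0.129 for *Clec2g*, 0.185 for *Slc19a3* and 0.176 for *Cym*. Without arrays carrying another tissue *Acer2* had an adjusted p of 0.0621.

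Genes of macrophages at the borders of the brain were lower in KO tissue. Of 12 border macrophage genes, 5 were measured, and 4 fell over all genes (5 lower when adjusted over the list alone), with a median of -1.04 (p = 0.00666 and adjusted p = 0.0918 from camera with an estimated correlation). *Lyve1*, a hyaluronan receptor, fell by 1.2 (adjusted p = 0.00529 from limma), and *F13a1*, a coagulation factor subunit, by 1.04 (0.0128). On the arrays labelled pituitary gland 4 of the 5 were lower, with a median of -1.74. *Lyve1* ended without WT replicate 2 (0.0550), and *F13a1* without WT replicate 1 (0.0760), KO replicate 1 (0.0668) or KO replicate 2 (0.0870). Between 1 and 2 of the 5 fell without any 1 replicate. Fewer cells and fewer transcripts per cell were not separated.

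With HET 2 and KO 2 left out and the remaining WT and HET spleens as the reference, 19 genes were lower and 1 higher on 1 KO array. *Csf1r* had -5.29 (adjusted p = 0.00153 from limma), *Siglec1* -3.96 (0.00153), *Clec4m* -4.40 (0.00200), *Il22ra2* -4.02 (0.00868), *Gpr34* -2.27 (0.0110), *Tifab*, an inhibitor of TRAF signalling, -1.97 (0.0164), *Tfec* -2.03 (0.0250) and the lysozyme gene *Lyz2* -2.0 (0.0250). The antimicrobial peptide gene *Camp* was higher by 2.07 (0.0250).

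Other spleen lists did not pass over all genes. Of 9 measured NK cell genes the median was -1.10, of 11 monocyte genes -0.97 (4 lower when adjusted over the list alone), of 10 interferon genes -1.08 (1 lower) and of 16 cytokine genes -0.14 (1 lower), with adjusted p = 0.298, 0.298, 0.298 and 0.458 from camera with an estimated correlation. Without KO 1, 7 NK cell, 7 monocyte and 6 interferon genes passed, and without KO 2, WT 1 or WT 2, 0.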
